# Cardiac-specific renalase overexpression alleviates CKD-induced pathological cardiac remodeling in mice

**DOI:** 10.3389/fcvm.2022.1061146

**Published:** 2022-12-15

**Authors:** Yi Wang, Linnan Bai, Jiejun Wen, Fangfei Zhang, Sijie Gu, Feng Wang, Jianyong Yin, Niansong Wang

**Keywords:** renalase, pathological cardiac remodeling, CKD, cardiac fibrosis, cardiac fibroblasts

## Abstract

**Introduction:**

CKD-induced pathological cardiac remodeling is characterized by myocardial hypertrophy and cardiac fibrosis. The available therapeutic options are limited, it is thus urgently needed to identify novel therapeutic targets. Renalase (RNLS) is a newly discovered protein secreted by the kidney and was found beneficial in many renal diseases. But whether it exerts protective effects on cardiac remodeling in CKD remains unclear.

**Methods:**

RNLS knockout (KO) and wild-type (WT) mice were both used to build CKD models and the adeno-associated virus (AAV9) system was used to overexpress RNLS cardiac specifically. Echocardiography was performed to detect cardiac structural changes every 6 weeks until 18 weeks post-surgery. High throughput sequencing was performed to understand the underlying mechanisms and the effects of RNLS on cardiac fibroblasts were validated *in vitro*.

**Results:**

Knockout of RNLS aggravated cardiac remodeling in CKD, while RNLS cardiac-specific overexpression significantly reduced left ventricular hypertrophy and cardiac fibrosis induced by CKD. The following RNA-sequencing analysis revealed that RNLS significantly downregulated the extracellular matrix (ECM) receptor interaction pathway, ECM organization, and several ECM-related proteins. GSEA results showed RNLS significantly downregulated several profibrotic biological processes of cardiac fibroblasts which were upregulated by CKD, including fibroblast proliferation, leukocyte migration, antigen presentation, cytokine production, and epithelial-mesenchymal transition (EMT). *In vitro*, we validated that RNLS reduced the primary cardiac fibroblast proliferation and α-SMA expression stimulated by TGF-β.

**Conclusion:**

In this study, we examined the cardioprotective role of RNLS in CKD-induced cardiac remodeling. RNLS may be a potential therapeutic factor that exerts an anti-fibrotic effect in pathological cardiac remodeling.

## Introduction

Cardiovascular disease (CVD) is a major cause of morbidity and mortality in patients with chronic kidney disease (CKD) (1), accounting for 58% of deaths in individuals with end-stage renal disease (ESRD) after adjusting for age and sex (2). Two primary characteristics of pathological cardiac remodeling in CVD caused by CKD are left ventricular hypertrophy (LVH) (3) and extensive fibrosis (4), which both are strong predictors of cardiac sudden death in maintenance hemodialysis patients (5–7). Unfortunately, current treatment strategies, including hemodialysis and peritoneal dialysis, cannot adequately prevent or correct these abnormalities. Therefore, defining new treatments is urgently required. Several studies have found that patients who underwent kidney transplantation attained improvements in cardiac function, including regression in LVH (8–10). This evidence suggests that kidney-associated factors may be the breakout direction of finding novel therapeutic targets for cardiac complications in CKD.

Renalase (RNLS) is one such factor, which was identified in 2005 by the research team of Gary V. Desir (11). It is highly expressed in the kidney and heart, as well as in the liver, skeletal muscles, pancreas, and small intestines (11–15). In the kidney, RNLS can be secreted into blood and urine by renal proximal tubular epithelial cells (16). It is generally accepted that renal RNLS expression markedly decreased in animal models of CKD (17, 18). Human renal biopsy RNA-seq data from the GEO database also showed that RNLS expression significantly decreased in tubule interstitium (where RNLS is secreted) from patients with primary renal diseases of CKD (Supplementary Figure 1). Desir et al. found that RNLS was barely detectable in plasma from patients with ESRD (11), and the renal and plasma levels were correlated with renal functions (19, 20). In their recent research, total human plasma RNLS levels were correlated positively with the estimated glomerular filtration rate (GFR) and negatively with the estimated GFR stage (I–IV) in 267 CKD patients (20). These findings implied that the reduced RNLS expression may involve in CKD complications, but more evidence is needed to confirm this hypothesis.

Many studies showed that RNLS could modulate the severity of acute injuries in renal or cardiac diseases (21–26). Some past studies considered RNLS as a beneficial factor for the cardiovascular system, mainly ascribed to its possible ability to metabolize catecholamines (11, 18, 19), but this view has been questioned by the present findings (27–29). To examine whether RNLS has beneficial effects in cardio-renal diseases, we conducted a preliminary study in a short-term rat model with subtotal nephrectomy (Nx), and the results showed that the renal function was significantly improved due to the renal overexpression of RNLS via adenovirus (30). Unfortunately, in the previous study, we could not determine whether RNLS exerts protective effects directly on the heart. This question is of great importance for RNLS being a promising therapeutic target in ESRD.

Therefore, to clarify the cardioprotective role of RNLS, we conducted this study by following four key points. (1) We constructed CKD models using both RNLS knockout (KO) and wild-type (WT) mice to confirm what effects RNLS deficiency made on cardiac dysfunction in CKD. (2) To exclude the interferences from the kidney, we concluded RNLS overexpression cardiac-specifically and assessed renal function at mid-treatment and end of treatment. (3) We detected the cardiac structural and functional changes by a long-term observation (up to 18 weeks post-surgery), to demonstrate the protective role of RNLS in chronic cardiac injuries. (4) RNA-sequencing (RNA-seq) analysis was performed to explore the underlying molecular mechanism and the results were validated *in vitro*. Our study sought to confirm the cardioprotective role of RNLS in CKD and provide insights into novel treatments.

## Materials and methods

### Animals and CKD model

Renalase (RNLS) KO mice were generated by Transcription activator-like effector nuclease (TALEN)-mediated gene targeting in C57BL/6J strain mice (Cyagen Biosciences Co. Ltd., Suzhou, China) as described previously (31). Exon 4 of RNLS was selected as the TALEN target site (Supplementary Figure 2). WT (C57BL/6J) mice were sourced from the Nanjing BioMedical Research Institute of Nanjing University. All mice were male and aged 6–8 weeks. The *in vivo* experiments performed in this study were approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University Affiliated Sixth People’s Hospital and were carried out following the appropriate guidelines.

The CKD model was created by a two-step 5/6 nephrectomy (Nx) procedure (32). Briefly, both poles of the left kidney were removed, and the entire right kidney was removed 7 days later (we defined this time point as week 0). 2 weeks after the second procedure, the treatment started. The vector (1 × 10^12^ VG) or AAV9-cTnT-Rnls (1 × 10^12^ VG) was delivered by tail vein injection at a total volume of 100 μL. The AAV9 virus used in this study was synthesized by Hanheng (Shanghai, China). At 18 weeks, the mice were sacrificed. Sham animals underwent the same procedure without any kidney excision. WTSHAM group, *n* = 9; KOSHAM group *n* = 11; WTCKD + vector group, *n* = 10; WTCKD + AAV9-cTnT-Rnls group, *n* = 7; KOCKD + vector group, *n* = 9; KOCKD + AAV9-cTnT-Rnls group, *n* = 8.

### Echocardiography

Transthoracic echocardiography and subsequent quantitative measures were performed at the instrumental analysis center of Shanghai Jiao Tong University with a Vevo 3100 system (FUJIFILM VisualSonics, Toronto, ON, Canada).

### Renal function assessments

At 10 weeks (mid-way through the AAV9 treatment period), renal function was assessed by measuring the transcutaneous glomerular filtration rate (tGFR). The NIC-Kidney device (Mannheim Pharma & Diagnostics GmbH, Mannheim, Germany) was attached to the shaved back of each animal. After a few minutes for collection of baseline values, fluorescein isothiocyanate–labeled sinistrin (7.5 mg/100 g) was injected via the tail vein, and tGFR was calculated based on the kinetics of fluorescence decay (33, 34).

At 18 weeks, blood samples were collected and centrifuged at 3,000 rpm for 15 min to obtain the serum. Serum creatinine was measured by an SYSMES XT-2100i automatic blood cell analyzer and reagents (SYSMES Co., Kobe, Japan).

### Histopathological analysis

Heart tissues were post-fixed overnight in 4% paraformaldehyde, then embedded in paraffin on the embedding station. Heart sections (5 μm) were stained with trichrome for the assessment of cardiac fibrosis and analyzed using ImagePro Plus version 6.0. For immunofluorescence, heart sections were stained with anti–α-myosin heavy chain (MHC) (ABclonal, Wuhan, China), anti–β-MHC (ABclonal, Wuhan, China), anti–wheat germ agglutinin (WGA) (Abcam, Cambridge, UK), anti-collagen Iα (Abcam, Cambridge, UK) and anti–α-smooth muscle actin (SMA) (Abcam, Cambridge).

### RNA-sequencing

Total RNA was extracted using the mirVana microRNA isolation kit (Ambion, Austin, TX, USA), and RNA integrity was evaluated by the Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The libraries were constructed using the TruSeq stranded messenger RNA LTSample prep kit (Illumina, San Diego, CA, USA); then, these libraries were sequenced on the HiSeq 2500 or HiSeq X Ten sequencing platform (Illumina, San Diego, CA, USA) and 125-bp/150-bp paired-end reads were generated. Library preparation and sequencing were performed by OE Biotech Co., Ltd. (Shanghai, China). Results of differential expression analysis are found in the Supplementary material.

### Gene set enrichment analyses

Gene set enrichment analysis (GSEA) was performed by GSEA software 4.1.0 (35, 36). Significant enrichment results were demonstrated based on normalized enrichment score (NES), nominal *p-value* (NOM *p*-val), and the false-discovery rate (FDR). Significant enrichments were required to meet the following three conditions: |NES| > 1, NOM *p*-val < 0.05, and FDR < 0.25.

### Cell culture and treatment

Cardiac fibroblasts (CFs) were isolated from the hearts of neonatal 1- to 3-day-old Sprague–Dawley rats. Briefly, isolated neonatal hearts were minced into small pieces < 1 mm^3^ in size, digested with pancreatin 0.125%, and filtered through 40-μm cell strainers to remove tissue fragments. Cells were plated on plates for 2 h, and attached cells were identified as CFs. CFs were grown in high glucose (4.5 g/l) DMEM containing 10% FBS and 1% antibiotics (penicillin and streptomycin). For protein and RNA isolation, 2 × 10^6^ cells were seeded in 6 cm-culture dishes.

For adenovirus-mediated RNLS transfer, adenovirus overexpressing renalase (Ad-Rnls) or control virus (vector) were transfected into CFs at an MOI of 10 × PFU/cell for 48 h. Adenovirus was synthesized by Hanheng (Shanghai, China). After the overexpression efficiency was evaluated, cells were incubated overnight in a serum-free medium, then cultured in the presence of TGF-β1 (1 ng/ml) for another 24 h, or test cell proliferation by cell counting kit-8 (CCK8) assay.

### Cell counting Kit-8 assay

Cell proliferation was analyzed by CCK8 assay (Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions. Briefly, 2 × 10^3^/100 μL CFs were seeded into 96-well plates and incubated for 0, 24, and 48, 72 h. Then the optical density (OD) value was detected at a wavelength of 450 nm.

### Quantitative real-time polymerase chain reaction (PCR) and western blot

Total RNA was extracted using the FastPure total RNA isolation kit (Vazyme Biotech Co., Nanjing, China) and reverse-transcribed to complementary DNA using HiScript III All-in-one RT SuperMix (Vazyme Biotech Co, Nanjing, China), according to the manufacturer’s instructions. Real-time PCR was performed with SYBER Green PCR Master Mix (Vazyme Biotech Co, Nanjing, China) using a StepOnePlus PCR system (Applied Biosystems, Foster City, CA, USA). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal normalizer. Primer sequences are noted in the Supplementary materials. Western blot was used to measure α-SMA expression levels in CFs. The primary antibodies were anti-α-SMA (Abcam, Cambridge, UK) and anti–β-tubulin (ABclonal, Wuhan, China).

### Statistical analysis

Data are presented as mean ± standard error of the mean values. All statistical analyses were performed with GraphPad Prism version 8.0 (GraphPad Software, San Diego, CA, USA). A two-tailed unpaired *t*-test was used to determine the differences between the two groups. Statistical significance is indicated by *p < 0.05.

## Results

### RNLS deficiency aggravated pathologic LVH induced by CKD

To detect the cardiac structural changes caused by CKD and the effects of RNLS knockout, echocardiography was performed every 6 weeks after surgery (Figure 1A). Hearts and kidneys were harvested at 18 weeks post-surgery. The mRNA expression of RNLS did not change significantly in the hearts of CKD models but markedly decreased in the kidneys compared to the WTSHAM group (Figures 1B, C). This result indicated that renal RNLS expression was markedly reduced in CKD, which is consistent with previous studies (17, 30).

**FIGURE 1:**
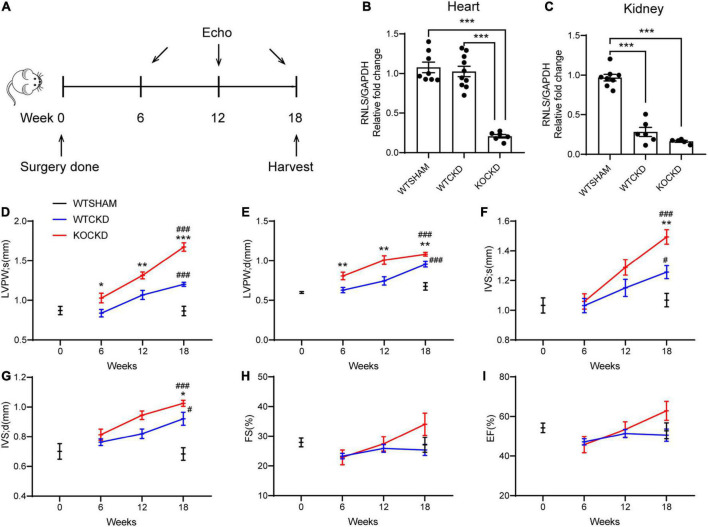
RNLS deficiency aggravated pathologic LVH induced by CKD. **(A)** Design of the experiment. Echocardiography was performed at 6, 12, and 18 weeks after surgery. Mice were sacrificed at 18 weeks. **(B,C)** qPCR analysis of the relative mRNA expression of RNLS in the hearts and kidneys. *n* = 5–10 per group, ***p < 0.001. **(D–I)** Echocardiographic parameters, including LVPWs, LVPWd, IVSs, IVSd, FS, and EF at 0, 6, 12, and 18 weeks. WTSHAM group, *n* = 9; WTCKD group, *n* = 10; KOCKD group, *n* = 9. Data were shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. ^#^ *p* < 0.05, ^###^*p* < 0.001. * vs. WTCKD group, ^#^ vs. WTSHAM group. LVPW, left ventricle posterior wall; IVS, interventricular septum; d, diastole; s, systole; FS, fractional shortening; EF, ejection fraction.

The thickness of the left ventricular posterior wall (LVPW) and interventricular septum (IVS) during systole and diastole was recorded as indexes of LVH. From 6 to 18 weeks, all these parameters showed upward trends in CKD mice, suggesting the progression of LVH (Figures 1D–G). At 18 weeks, LVPWs (*p* < 0.001) and IVS (*p* < 0.05) were significantly thicker in WTCKD mice compared to the WTSHAM group (Figures 1D–G), but fractional shortening (FS) and ejection fraction (EF) were not different (Figures 1H, I). Much more apparent trends of LVPW and IVS thickening were detected in KOCKD mice (Figures 1D–G). Significant differences in LVPW thickness were observed between KOCKD and WTCKD mice from the sixth week, and at 18 weeks, both LVPWs and IVS of KOCKD mice were significantly thicker than WTCKD mice (*p* < 0.001) (Figures 1D–G). FS and EF values of KOCKD mice increased continuously with the LVH progression and were higher than the other two groups at 18 weeks, although the differences were not significant (Figures 1H, I). These results showed that RNLS deficiency aggravated the pathologic LVH in CKD.

To examine the effect of RNLS knockout in normal non-pathological hearts, we additionally compared echocardiography data between the KOSHAM group and the WTSHAM group. The results were shown in Supplementary Figure 3. Briefly, the LVH index (LVPW and IVS thickness) in KOSHAM was significantly greater than the WTSHAM group at 18 weeks, while the renal functions were not different. These results indicated that RNLS might play an important role in maintaining normal heart structure.

### RNLS cardiac-specific overexpression alleviated cardiac remodeling induced by CKD

To determine the cardioprotective effects of RNLS independent of renal function, CKD mice were treated with AAV9-carrying RNLS under the control of the cardiomyocyte-specific cardiac troponin T (cTnT) promoter (AAV9-cTnT-Rnls) or the vectors at 2 weeks (Figure 2A). And 4 weeks later (at 6 weeks), we confirmed the dominant overexpression of RNLS in the heart by the *In Vivo* Imaging System (IVIS) spectrum (Figure 2B). Real-time PCR results showed that RNLS overexpression was persistent to 18 weeks, and it increased 5∼20 times RNLS expression in the hearts compared with controls (Figure 2C). No differences in renal function were observed among CKD groups at 2-time points (8 weeks and 16 weeks after the injections), indicating no effect of treatment on renal function (Figures 2D, E). While echocardiography data showed that RNLS overexpression made significant changes in LVPW thickness (Figures 2F, G). Cardiac-specific RNLS overexpression effectively inhibited the thickening of LVPW in WTCKD mice (*p* < 0.001) and significantly reversed the LVH phenotype exacerbated by RNLS knockout (all parameters of LVPW and IVS, *p* < 0.001) (Figures 2F–L). FS and EF showed no differences (Figures 2J, K). There were no statistically significant differences in LVPW and IVS thickness between WTCKD + RNLS and KOCKD + RNLS groups, and this may be because RNLS expression did not significantly differ between these two groups (Figure 2C). The entire echocardiography data were shown in Supplementary Figure 4.

**FIGURE 2:**
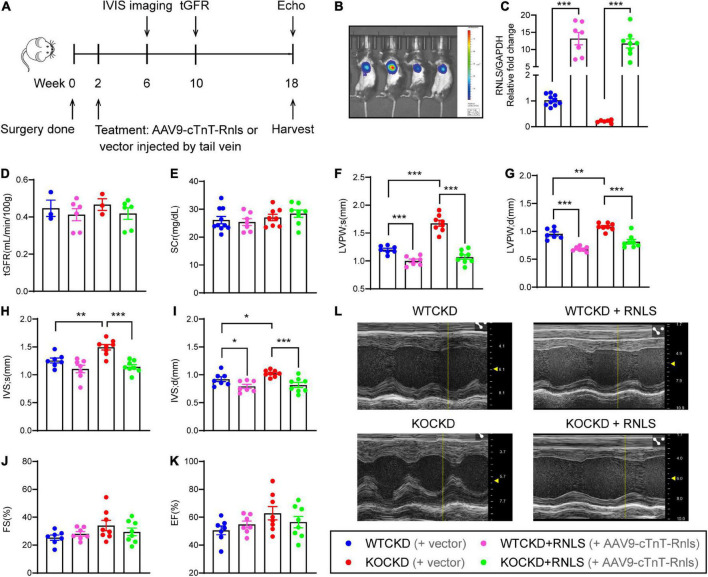
AAV9-cTnT-Rnls alleviated LVH hypertrophy in WTCKD and KOCKD mice. **(A)** Design of the experiment. WTCKD and KOCKD mice were injected with either AAV9-cTnT-Rnls or vector via tail vein at 2 weeks. The biodistribution of the virus was monitored by IVIS spectrum 4 weeks after injection (at 6 weeks). tGFR (ml/min/100 g) was detected at 10 weeks. Echocardiography was performed at 18 weeks, then mice were sacrificed. **(B)** Representative image using the *in vivo* Imaging System (IVIS) spectrum. A random representative was chosen from each group. **(C)** qPCR analysis of the mRNA expression of RNLS in the hearts. *n* = 6–10, ***p < 0.001. **(D)** tGFR measured by transdermal patch at 10 weeks. *n* = 3–6 per group. **(E)** Serum creatinine of CKD groups at 18 weeks. *n* = 6–8 per group. **(F–K)** Echocardiographic parameters, including LVPWs, LVPWd, IVSs, IVSd, FS, and EF at 18 weeks. WTCKD + vector group, *n* = 10; WTCKD + AAV9-cTnT-Rnls group, *n* = 7; KOCKD + vector group, *n* = 9; KOCKD + AAV9-cTnT-Rnls group, *n* = 8. Data were shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. **(L)** Representative B-mode and M-mode echocardiographic images of each group. tGFR, transcutaneous glomerular filtration rate; LVPW, left ventricle posterior wall; IVS, interventricular septum; d, diastole; s, systole; FS, fractional shortening; EF, ejection fraction.

At 18 weeks, hearts were harvested. The overall heart sizes were significantly reduced in groups with RNLS overexpression (Figure 3A), and so were the heart weights (Figure 3B) and the ratios of heart weight to tibia length (Figure 3C). Moreover, expression of brain natriuretic peptide (BNP) was more obviously elevated in KOCKD mice than WTCKD mice and was also significantly decreased by RNLS overexpression (Figure 3D).

**FIGURE 3:**
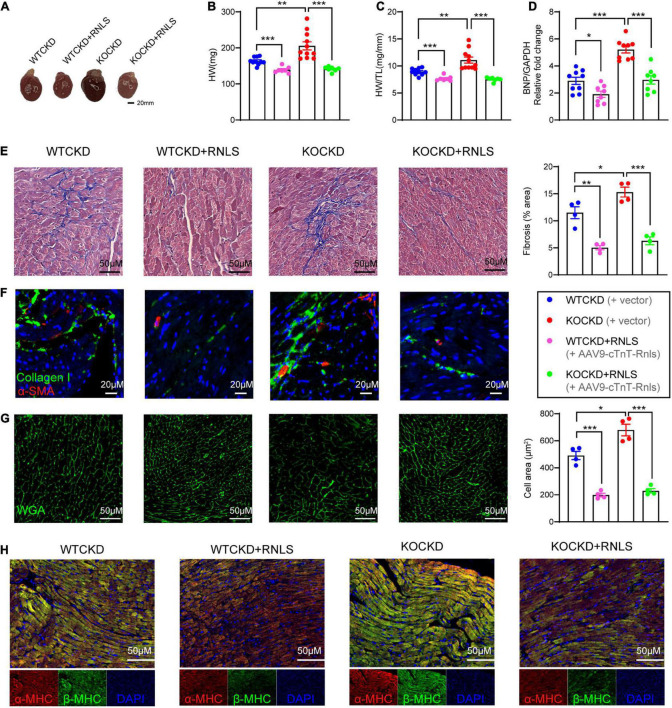
AAV9-cTnT-Rnls attenuated the pathologic features of myocardial fibrosis and myocardial hypertrophy in WTCKD and KOCKD mice. **(A)** Representative gross pictures of the heart. **(B,C)** All groups’ heart weight (HW) and heart weight to tibia length ratio (HW/TL). *n* = 7–10 per group, data were shown as mean ± SEM, **p < 0.01, ***p < 0.001. **(D)** qPCR analysis of the relative mRNA expression of BNP in the hearts. *n* = 8–9 per group, data were shown as mean ± SEM, *p < 0.05, ***p < 0.001. **(E)** Masson trichrome staining of the left ventricular posterior wall, quantification by Image J. (100×). **(F)** Immunofluorescence staining for collagen type 1 (green) and α-SMA (red). (200×). **(G)** Immunofluorescence staining for WGA (green), quantification by Image J. (100×). **(H)** Immunofluorescent staining for α-MHC (red), β-MHC (green), and DAPI (blue), as indicated. (100×) HW, heart weight; HW/TL, heart weight to tibia length ratio; BNP, B-type natriuretic peptide; α-SMA, α-smooth muscle actin; WGA, wheat germ agglutinin; MHC, myosin heavy chain.

To detect the pathological hallmarks of cardiac remodeling (myocardial interstitial fibrosis and cardiomyocyte hypertrophy), myocardial tissues were subjected to histopathological analysis. CKD caused massive interstitial fibrosis, and the situation was more severe in KOCKD mice (Figure 3E). But in groups with RNLS overexpression, we only observed mild fibrosis by Masson’s trichrome staining, indicating fibrosis was markedly reduced (WTCKD + RNLS vs. WTCKD *p* < 0.01, KOCKD + RNLS vs. KOCKD *p* < 0.001) (Figure 3E). Immunofluorescence showed that collagen I and α-SMA levels were also decreased by RNLS overexpression (Figure 3F). These results indicated that RNLS level impacted the degree of myocardial interstitial fibrosis. Wheat germ agglutinin (WGA) staining demonstrated that CKD induced remarkable cardiomyocyte hypertrophy, which was aggravated by RNLS deficiency (Figure 3G). In contrast, cardiac overexpression of RNLS significantly mitigated the cardiomyocyte hypertrophy and disordered arrangement caused by CKD (Figure 3G). β-MHC and the ratio of β-MHC to α-MHC are molecular markers of myocardial hypertrophy, which are often elevated in pathological circumstances (37). Similarly, β-MHC expression was highest in KOCKD mice, and RNLS overexpression reduced it obviously (Figure 3H). These results suggest that RNLS level affected the degree of cardiac fibrosis and cardiomyocyte hypertrophy, and overexpression of RNLS significantly alleviated cardiac remodeling induced by CKD.

### RNLS overexpression downregulated several ECM-related collagens and ECM organization and ECM-receptor interaction pathway

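Heart RNA from 15 male mice on the C57BL/6J background, 3 in each of 5 groups, was sequenced 18 weeks after subtotal nephrectomy or a sham operation. Sham-operated wild-type mice formed the WTSHAM group. Wild-type mice with CKD received an empty vector (WTCKD) or AAV9-cTnT-Rnls, a virus that expresses RNLS from a cardiomyocyte promoter (WTCKD + RNLS), in week 2. RNLS knockout mice with CKD received the same vector (KOCKD) or the same virus (KOCKD + RNLS). No vector or virus is listed for WTSHAM, so WTCKD against WTSHAM changes the operation and the vector together. Changes given below for CKD are changes in this comparison. The authors trimmed the reads, mapped them to the mm9 genome with hisat2, counted the reads on each gene with htseq-count and deposited these counts without normalization for 17447 genes. Between 10480788 and 13424078 reads per library were counted on genes, with a median of 12011453. In WTSHAM the totals ran from 12222947 to 13107066 (median 12669724), and in WTCKD from 10480788 to 11989839 (median 11717701). WTCKD + RNLS libraries held 11644580 to 13424078 reads (median 12205920), KOCKD libraries 10953142 to 12205537 (median 11339223) and KOCKD + RNLS libraries 10570211 to 12281869 (median 12011453). Myh6 took the largest share of each library, between 3.07% and 4.64% of the reads, and the 10 most abundant genes together took between 13.6% and 15.5%. Counts were scaled by edgeR's TMM method, with factors between 0.925 and 1.05. The default filter of edgeR on low counts, set at a minimum count of 10 and a total of 15, left 13021 of the 17147 genes with at least 1 count. A negative binomial quasi-likelihood model with a term for the group was fitted to all 15 libraries together, with a common biological coefficient of variation of 0.132, and each comparison was a contrast in it. Adjusted p-values follow Benjamini and Hochberg over the 13021 genes. Levels of single genes are given as CPM, the counts of a gene relative to the scaled library size, with the SD over 3 mice. Because an exact test of 3 mice against 3 cannot give a p below 0.1, genes were tested with the model only.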

To understand the underlying mechanisms, we carried out RNA-seq analysis. 

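The separation of the 5 groups was measured on log2 CPM (prior count of 2) of the 13021 genes. Group membership accounted for 47.5% of the variance, against 28.6% expected from random labels (pseudo-F 2.26, permutation p = 4e-05 from 100000 permutations of the labels). When each library in turn was assigned to the group with the nearest mean, computed without it, 10 of 15 went to their own group. WTSHAM replicate 1 went to WTCKD + RNLS, WTCKD replicate 3 and WTCKD + RNLS replicate 2 went to KOCKD, and KOCKD replicates 1 and 3 went to WTCKD. The alternative that moved the assignment most was leaving out a replicate number in every group. Without replicate 1, 2 or 3, 4, 4 and 5 of the remaining 10 libraries were assigned to their own group. With the 500 genes of highest variance, the groups held 46.1% of the variance (permutation p = 0.00934) and 7 of 15 libraries went to their own group. Principal components, which do not use the labels, held 26.7%, 16.2% and 10.1% of the variance on the leading axes. PLS-DA, which finds axes from the labels, gave 2 components with 22% and 17.7% of the variance. On these, the groups held 89.8% of the variance of the scores and 13 of 15 libraries were assigned to their own group. For 100 permuted sets of labels, the share between groups was 55.8% to 83.1% (median 68.7%), with 8 to 13 libraries (median 10) assigned to their permuted group.

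**Figure D1:**
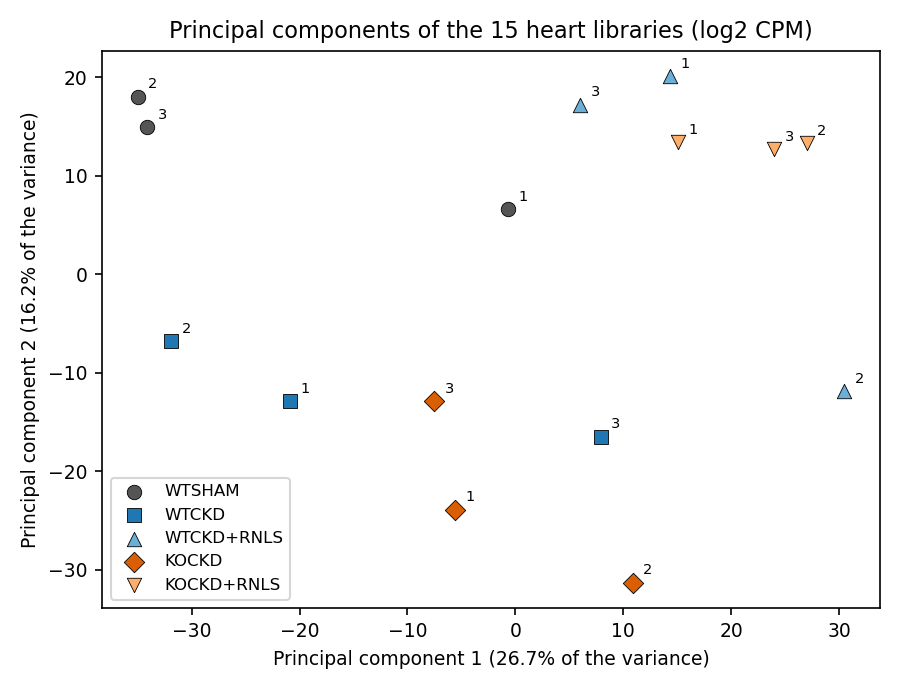
Scores of the 15 libraries on the first and second principal components of log2 CPM, as percent of variance on each axis, with one point per library coloured by group. The axes hold 26.7% and 16.2% of the variance.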

The Partial Least Squares Discriminatory Analysis (PLS-DA) score plot showed that groups were separated into different clusters, respectively (Figure 4A). Differentially expressed genes were selected by FC > 1.25 and *p* < 0.05, and the numbers of differentially expressed genes (DEGs) were shown in Figure 4B. 

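At the same threshold (FC > 1.25 and unadjusted p < 0.05) edgeR's quasi-likelihood test gave 1470 DEGs in WTCKD against WTSHAM, 476 higher and 994 lower. WTCKD + RNLS against WTCKD gave 1874 DEGs, 821 higher and 1053 lower, and KOCKD + RNLS against KOCKD gave 2902, 1592 higher and 1310 lower. With the Benjamini-Hochberg adjusted p under 0.05 in place of that threshold, the counts were 299 (78 higher, 221 lower), 582 (285 higher, 297 lower) and 2095 (1178 higher, 917 lower). The alternative that moved the counts at FC > 1.25 most in both wild-type comparisons was the DESeq (2012) procedure on the 6 libraries of each comparison, which gave 1060, 1334 and 2708 DEGs in the 3 comparisons. In the knockout comparison it was a set of offsets that remove each library's trend on gene length, chosen after seeing the data, which gave 1320, 1815 and 1751 DEGs. The counts at the adjusted threshold depended on single libraries. WTCKD against WTSHAM had 192 genes without WTSHAM replicate 2, and 135, 172 and 144 genes without WTCKD replicates 1, 2 and 3. WTCKD + RNLS against WTCKD had 284 and 207 genes without WTCKD replicates 1 and 2, and 280 and 286 without WTCKD + RNLS replicates 1 and 3. Its balance moved as well, from 82 higher and 125 lower without WTCKD replicate 2 to 559 higher and 273 lower without WTCKD + RNLS replicate 2. KOCKD + RNLS against KOCKD had 841 genes without KOCKD replicate 2, and 1105, 905 and 1229 without KOCKD + RNLS replicates 1, 2 and 3. The 905 were 618 higher and 287 lower. Between KOCKD and WTCKD, which the paper does not compare by RNA-seq, the adjusted p was under 0.05 for 0 genes, and the unadjusted p for 1318. The test of whether the RNLS effect differed between the genotypes also gave 0 genes at the adjusted threshold and 2288 at the unadjusted one.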

Gene Ontology biological process (GOBP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed on selected DEGs that were regulated by RNLS overexpression (WTCKD + RNLS/WTCKD, KOCKD + RNLS/KOCKD). Interestingly, two pathways were both significantly enriched, which were extracellular matrix (ECM) organization from GOBP (top 5) and ECM-receptor interaction from KEGG (top 15) (Figures 4C, D). Moreover, gene set enrichment analysis (GSEA) also revealed that the ECM-receptor interaction pathway was significantly downregulated by RNLS overexpression both in WTCKD and KOCKD mice (Figure 4E).

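Over-representation was tested with a one-sided Fisher's exact test against the 13021 tested genes, which is the hypergeometric test. The GO and KEGG collections were not used here. In their place stand a hand-written list of genes after the scope of ECM-receptor interaction, with 70 genes tested, and the mouse Reactome set for extracellular matrix organization, with 191. In WTCKD + RNLS against WTCKD, 19 ECM-receptor genes were DEGs where 10.1 were expected (odds ratio 2.23, adjusted p = 0.014 from Fisher's exact test). In KOCKD + RNLS against KOCKD, 25 were DEGs where 15.6 were expected (odds ratio 1.95, adjusted p = 0.024 from the same exact test). Of the Reactome set, 60 genes were DEGs in the wild-type comparison (27.5 expected, odds ratio 2.78, adjusted p = 2.18e-08 by Fisher's exact test) and 59 in the knockout comparison (42.6 expected, odds ratio 1.57, adjusted p = 0.0132 by Fisher's exact test). The alternatives that moved the wild-type odds ratios most were DEGs at an adjusted p under 0.05 for the ECM-receptor genes (odds ratio 3.19) and a restriction to the DEGs that fell for the Reactome set (odds ratio 4.54). Among the DEGs that fell were 15 ECM-receptor genes (5.66 expected, odds ratio 3.13) and 53 Reactome genes (15.4 expected). In the knockout comparison, 12 of the 25 ECM-receptor genes and 34 of the 59 Reactome genes were lower with RNLS. With DEGs taken at an adjusted p under 0.05, the knockout odds ratio of the ECM-receptor genes was 1.55, no longer past the threshold of the exact test.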

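Shifts of whole gene lists were tested with camera, a two-sided test that ranks the list against all other genes, with a preset correlation of 0.01 between genes. Benjamini-Hochberg adjustment covered 75 tests, 25 lists in 3 comparisons. In WTCKD + RNLS against WTCKD, the 70 ECM-receptor genes had a median log2 fold change of -0.27 and 46 were lower (adjusted p = 0.000212 from camera on the edgeR fit). In KOCKD + RNLS against KOCKD, their median was 0.03 and 32 were lower (adjusted p = 0.864 from camera on the edgeR fit). Single members past an adjusted p under 0.05 over all genes numbered 7 lower and 2 higher in the wild type, and 8 lower and 8 higher in the knockout. When adjusted over the list alone, these counts were 9 lower and 2 higher, and 9 lower and 10 higher. The wild-type median lay between -0.39 and -0.18 with each library left out in turn, and the call was lost without WTCKD + RNLS replicate 2 (-0.21). In the knockout it lay between 0, without KOCKD + RNLS replicate 1, and 0.10, without KOCKD replicate 1. The alternative that moved the knockout median most was the atrial score as a covariate, which gave 0.25, not past the threshold. Offsets for gene length gave -0.08, past the threshold and in the opposite direction. Both were chosen after seeing the data. The genotype difference itself had a median of 0.21 (adjusted p = 0.0148 from camera on the edgeR fit over 26 lists), and was not past the threshold with those offsets. Calls by camera rest on the preset correlation. With the correlation estimated from the libraries, none of the 75 tests had an adjusted p under 0.05. Under fry, which tests each list without reference to other genes, the adjusted p was under 0.05 only for clock genes, for the genes of Figure 4H, for cell cycle, endothelial and migration genes in WTCKD + RNLS against WTCKD, and for antigen presentation genes in WTCKD against WTSHAM.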

**FIGURE 4:**
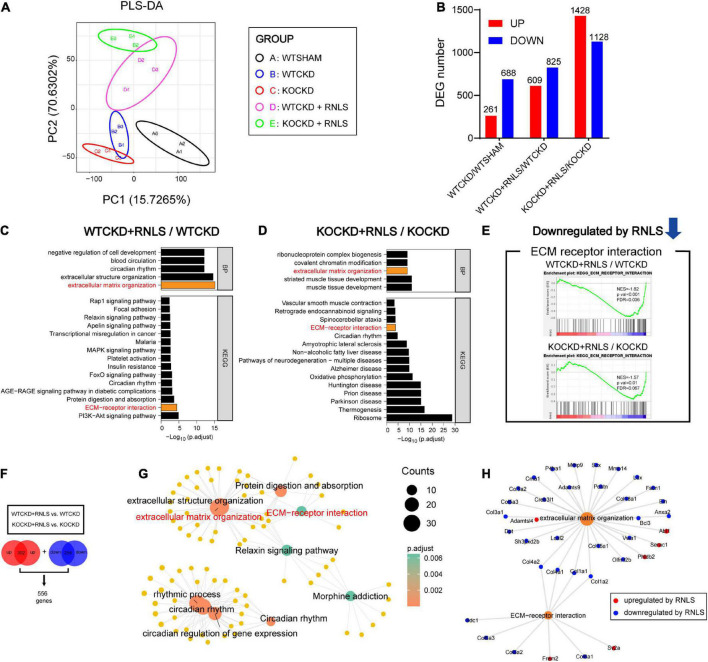
Overexpression of RNLS downregulated ECM organization and ECM-receptor interaction in CKD hearts. **(A)** Partial Least Squares Discriminatory Analysis (PLS-DA) score plot shows that groups are separated to, respectively, different clusters. *n* = 3 per group. **(B)** The number of differentially expressed genes (DEGs) in WTCKD/WTSHAM, WTCKD + RNLS/WTCKD, and KOCKD + RNLS/KOCKD (DEGs were selected by *p* < 0.05, |log2FC| > 0.32). **(C,D)** GOBP and KEGG analysis of DEGs in WTCKD + RNLS/WTCKD and KOCKD + RNLS/KOCKD. The top 5 of GOBP and the top 15 of KEGG pathways are shown. **(E)** GSEA revealed that the ECM-receptor interaction pathway was downregulated by RNLS overexpression. **(F)** The overlapped upregulated DEGs and downregulated DEGs between WTCKD + RNLS/WTCKD and KOCKD + RNLS/KOCKD clusters. **(G)** Diagram showing the top 5 items of the GOBP and KEGG analysis enriched by 556 DEGs in **(F)**. **(H)** Diagram showing DEGs enriched in ECM organization and ECM-receptor interaction. WTCKD, WTCKD + vector group; WTCKD + RNLS, WTCKD + AAV9-cTnT-Rnls group; KOCKD, KOCKD + vector group; KOCKD + RNLS, KOCKD + AAV9-cTnT-Rnls group. ECM, extracellular matrix.

Consistent 556 DEGs were obtained by taking the intersection of the two clusters (WTCKD + RNLS/WTCKD, KOCKD + RNLS/KOCKD), including 302 upregulated and 254 downregulated (Figure 4F). 

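With edgeR's quasi-likelihood test at the same threshold, 714 DEGs went the same way in both RNLS comparisons, 400 higher and 314 lower, and 23 went opposite ways. Random overlap of the lists would give 100 higher and 106 lower genes. The odds ratios were 8.77 for genes that rose (Fisher's exact test, two-sided, p = 6.47e-160) and 4.68 for genes that fell (p = 7.36e-80 from the same exact test). Genes are not independent replicates, so these p-values describe the overlap and not the mice. The comparisons share no library. Across all 13021 genes the log2 fold changes of both comparisons had a Pearson correlation of 0.477. With no filter on low counts it was 0.188 over 17147 genes. At an adjusted p under 0.05 in both, 261 genes were shared, 152 higher and 109 lower, and 2 went opposite ways. That count depended on single libraries, from 123 without WTCKD replicate 2 to 506 without WTCKD + RNLS replicate 2. At FC > 1.25 and unadjusted p < 0.05, the DESeq (2012) procedure gave 530 shared DEGs, 298 higher and 232 lower. With each library left out in turn, the count at that threshold lay between 555 (without WTCKD + RNLS replicate 3) and 962 (without WTCKD + RNLS replicate 2). The 555 were 285 higher and 270 lower, and the 962 were 658 higher and 304 lower.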

The 5 top GOBP and KEGG pathways that were enriched by these 556 DEGs were shown in Figure 4G. 

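Among the 714 shared DEGs, 12 belonged to the ECM-receptor list, 9 of them lower with RNLS, where 3.84 were expected (odds ratio 3.61, adjusted p = 0.00119 from a one-sided Fisher's exact test over 28 lists and sets). Of the Reactome extracellular matrix set, 30 were shared, 25 of them lower (odds ratio 3.31, adjusted p = 9.35e-07 from the same exact test). Genes of the Reactome circadian clock set were shared 12 times where 1.48 were expected (odds ratio 14, adjusted p = 5.11e-08 by Fisher's exact test). Of 12 clock genes that peak with the evening phase, 11 were among the shared DEGs and all 11 were higher with RNLS.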

ECM organization and ECM-receptor interaction were still significantly enriched (Figure 4G). In these two pathways, several members of the collagen family, which are closely linked to cardiac fibrosis, were downregulated by RNLS overexpression, such as COL1A1, COL1A2, COL3A1, COL4A1 and COL4A2 (Figure 4H). These results revealed that RNLS overexpression reduced the expressions of several collagens and downregulated related ECM-receptor interaction pathway and ECM organization.

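The positions of these genes come from an annotation of mm9. Col3a1 (ENSMUSG00000026043) lies on chromosome 1 from 45368383 to 45406551. It fell from 260 ± 36.2 CPM (SD, n = 3) in WTCKD to 79.1 ± 12.7 CPM in WTCKD + RNLS, a log2 fold change of -1.72 (standard error 0.24, adjusted p = 0.00137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the knockout it fell from 195 ± 45.8 to 65.5 ± 13.3 CPM, a log2 fold change of -1.58 (standard error 0.24, adjusted p = 0.00161 from edgeR). Col4a1 (ENSMUSG00000031502; chromosome 8, 11198423 to 11312826) fell from 588 ± 94.7 to 308 ± 55.7 CPM in the wild type (log2 fold change -0.93, standard error 0.16, adjusted p = 0.00406 from edgeR) and from 531 ± 66.3 to 306 ± 22.3 CPM in the knockout (-0.80, standard error 0.15, adjusted p = 0.00442 from edgeR). Its neighbour Col4a2 (ENSMUSG00000031503; 11312805 to 11449287) changed by -0.78 in the wild type (standard error 0.15, adjusted p = 0.00981 from edgeR) and by -0.63 in the knockout (standard error 0.15, adjusted p = 0.0135 from edgeR). This pair shares 22 exon bases on opposite strands, and how reads there were counted is not stated. Col1a1 (ENSMUSG00000001506; chromosome 11, 94797538 to 94814356) fell from 137 ± 24.8 to 71.1 ± 15.1 CPM in the wild type (-0.95, standard error 0.26, adjusted p = 0.0488 from edgeR) and from 112 ± 36.5 to 52.1 ± 6.82 CPM in the knockout (-1.10, standard error 0.26, adjusted p = 0.0124 from edgeR). An antisense gene shares 109 of its exon bases, and the paper does not state whether counting used the strand. Col1a2 (ENSMUSG00000029661; chromosome 6, 4454814 to 4491543) fell from 138 ± 25.3 to 98.3 ± 9.47 CPM in the wild type, a log2 fold change of -0.49 with an adjusted p of 0.142 from edgeR. Its change in the knockout was -0.36 with an adjusted p of 0.188 from edgeR, and the groups overlapped. In the wild type, none of the 5 genes had overlapping groups, which chance gives for 10% of genes. Leaving out libraries did not change the calls of Col3a1 or Col4a1 in either comparison. The wild-type call of Col1a1 was lost in each of the 6 fits that left out 1 library, with log2 fold changes from -1.13 to -0.79. In the knockout, the call of Col1a1 was lost without KOCKD replicate 1 (-0.80) or KOCKD + RNLS replicate 2 (-1.01), and that of Col4a2 without KOCKD replicate 1 (-0.53). All 30 genes legible in Figure 4H changed in the direction shown there in both comparisons. Of these, 13 were lower and 5 higher at an adjusted p under 0.05 over all genes in the wild type, and 14 lower and 6 higher in the knockout. In counts adjusted over the list alone, the counts were 23 lower and 5 higher, and 23 lower and 6 higher. The study chose these 30 genes on the same libraries, so the latter counts are not independent evidence. Of the 30, Cma1 had at most 3 counts in any WTCKD + RNLS library, but its groups overlapped, with 0 CPM in WTCKD replicate 3, and the change had an adjusted p of 0.114 from edgeR.

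**Figure D2:**
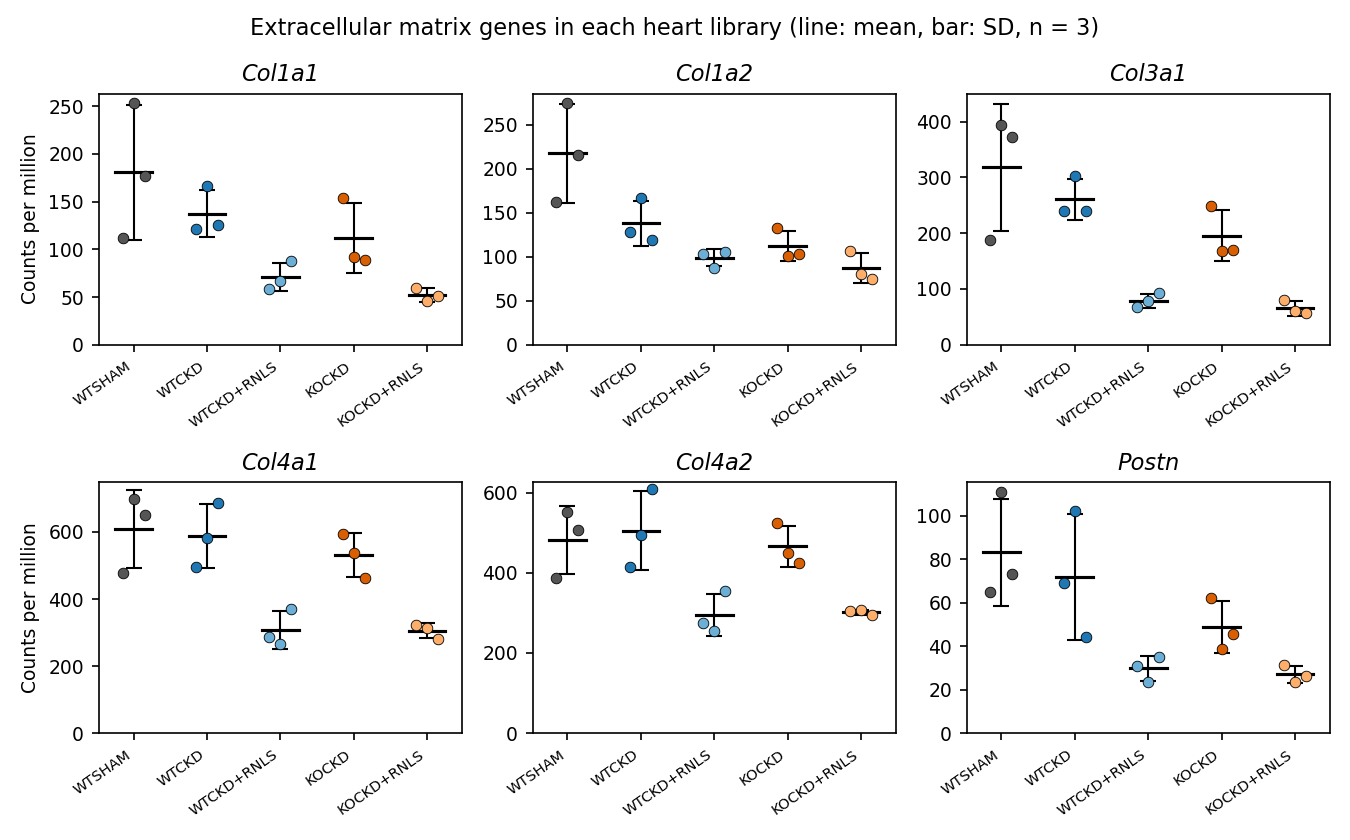
CPM of Col1a1, Col1a2, Col3a1, Col4a1, Col4a2 and Postn in the 5 groups, with one point per library, a line at the group mean and a bar of 1 SD. Mean Col3a1 was 260 CPM in WTCKD and 79.1 CPM in WTCKD + RNLS.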

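The collagen chain list held each of the 31 tested genes whose symbol names a collagen chain. Its median log2 fold change was -0.68 in WTCKD + RNLS against WTCKD, with 26 genes lower (adjusted p = 1.83e-10 from camera on the edgeR fit), and -0.18 in KOCKD + RNLS against KOCKD, with 18 lower (adjusted p = 0.0683 from camera on the edgeR fit). Over all genes, at an adjusted p under 0.05, 10 were lower in the wild type, and 7 were lower and 3 higher in the knockout. Adjusted over the list alone, these counts were 14 lower, and 9 lower and 3 higher. In the wild type the median lay between -0.82 and -0.44 with each library left out, the latter without WTCKD replicate 2. In the knockout it lay between -0.36 and -0.04, the latter without KOCKD + RNLS replicate 3. It passed the threshold without KOCKD replicate 2 (-0.30), KOCKD replicate 3 (-0.13) or KOCKD + RNLS replicate 1 (-0.36), and also when only the 6 libraries of the comparison were fitted (-0.18). The difference between the genotypes had a median of 0.27 (adjusted p = 0.0054 from camera on the edgeR fit over 26 lists), and was not past the threshold with gene length offsets (0.15), which were chosen after seeing the data.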

### CKD-induced fibroblast proliferation and EMT were inhibited by RNLS overexpression

To understand what functional differences RNLS made in phenotypic reversion, we performed GSEA to test the tendency of all DEGs from the whole transcriptomes. Data from every two groups (WTCKD vs. WTSHAM, WTCKD + RNLS vs. WTCKD, and KOCKD + RNLS vs. KOCKD) were submitted to GSEA software utilizing GOBP and hallmark gene sets. Overlapped gene sets (significantly enriched by |NES| > 1; *p* < 0.05; FDR < 0.25) are shown in Table 1. It is interesting to note that they were mostly related to cardiac fibrosis including fibroblast proliferation, migration of immune cells, antigen processing and presentation, cytokine production, and epithelial-mesenchymal transition (EMT) (Table 1). 

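The gene sets of Table 1 were not used here. Hand-written lists after their scope stand in for them, and no list covered cytokine production. For antigen presentation (38 genes tested), the median log2 fold change was -0.40 in WTCKD against WTSHAM, with 37 genes lower (adjusted p = 4.44e-12 from camera on the edgeR fit). It was -0.22 in WTCKD + RNLS against WTCKD, with 31 lower (adjusted p = 0.00177 from camera on edgeR's fit), and -0.36 in KOCKD + RNLS against KOCKD, with 33 lower (adjusted p = 0.000164 from camera on edgeR's fit). The CKD median was -0.60 without WTSHAM replicate 1, and the wild-type RNLS median was -0.12 without WTCKD replicate 2. For leukocyte and macrophage migration (57 genes), the median was -0.06 in WTCKD against WTSHAM, with 34 lower (adjusted p = 0.146 from camera on edgeR's fit). It was -0.34 in WTCKD + RNLS against WTCKD, with 45 lower (adjusted p = 2.71e-05 from camera on edgeR's fit), and -0.25 in KOCKD + RNLS against KOCKD, with 43 lower (adjusted p = 0.00271 from camera on edgeR's fit). The CKD median passed the threshold without WTSHAM replicate 3 (-0.16) or WTCKD replicate 2 (-0.17), and was -0.03 without WTSHAM replicate 2. The wild-type RNLS median was -0.19 without WTCKD replicate 2. With offsets that remove each library's trend on gene length, chosen after seeing the values, the knockout medians were nearer 0, at -0.18 for antigen presentation and -0.14 for migration, and still past the threshold.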

Epicardial cells undergo EMT to produce cardiac fibroblasts (38). Cardiac fibroblasts are the main effector cells in the development of cardiac fibrosis by over-proliferation and increasing fibrous ECM proteins (39). 

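In WTCKD against WTSHAM, a list of 54 tested genes of fibroblast proliferation had a median log2 fold change of -0.04, with 32 genes lower (adjusted p = 0.843 from camera on the edgeR fit). Without WTCKD replicate 3 the median was 0.04, without WTSHAM replicate 2 it was 0 and without WTSHAM replicate 1 it was -0.09. At an adjusted p under 0.05 over all genes, 2 genes were lower and 1 higher. Once adjusted over the list alone, 4 were lower and 2 higher. Of the mesenchymal list written after the scope of the hallmark EMT set, 168 genes were tested. Their median was -0.15, with 123 genes lower in WTCKD (adjusted p = 0.00847 from camera on the edgeR fit). The call was lost without WTSHAM replicate 2 (-0.08) or WTCKD replicate 3 (-0.11). Over all genes, at an adjusted p under 0.05, 2 mesenchymal genes were lower and 1 higher. When adjusted over the list alone, 0 were lower and 1 was higher.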

As expected, fibroblast proliferation, positive regulation of fibroblast proliferation, and EMT were upregulated by CKD. In contrast, these gene sets were downregulated by RNLS overexpression both in WTCKD and KOCKD mice, showing that RNLS reversed cardiac fibrosis induced by CKD mainly through affecting cardiac fibroblasts (Figure 5).

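The fibroblast proliferation list had a median log2 fold change of -0.14 in WTCKD + RNLS against WTCKD, with 36 of 54 genes lower (adjusted p = 0.0233 from camera on the edgeR fit). The call was lost without WTCKD replicate 2 (-0.08) or WTCKD + RNLS replicate 2 (-0.09). In KOCKD + RNLS against KOCKD its median was -0.02, with 29 lower (adjusted p = 0.517 from camera on edgeR's fit), and it was -0.07 without KOCKD replicate 1. At an adjusted p under 0.05 over all genes, 5 were lower and 2 higher in the wild type, and 4 were lower and 5 higher in the knockout. In counts adjusted over the list alone, these counts were 6 and 3, and 4 and 5. The mesenchymal list had a median of -0.29 in the wild type, with 121 of 168 genes lower (adjusted p = 9.98e-10 from camera on edgeR's fit), and of -0.16 in the knockout, with 102 lower (adjusted p = 0.00836 from camera on edgeR's fit). The wild-type median was -0.14 without WTCKD replicate 2. In the knockout the call was lost without KOCKD replicate 1 (-0.07). Markers of activated fibroblasts (14 genes) had medians of -0.70 and -0.90 with RNLS in the wild type and the knockout (adjusted p = 2.72e-05 and 0.0119 from camera on edgeR's fit). The knockout median was -0.38, and not past the threshold, without KOCKD replicate 1. From the rise of these gene sets with CKD and their fall with RNLS, the paper concludes that RNLS reversed the fibrosis mainly through cardiac fibroblasts.

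**Figure D3:**
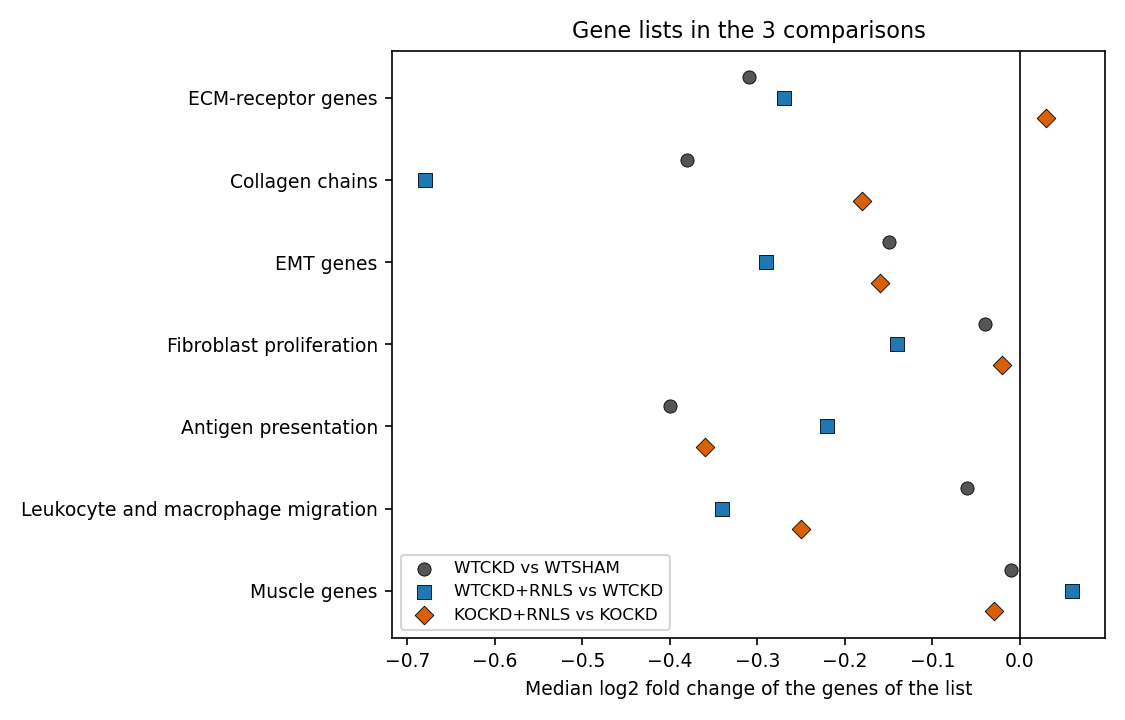
Median log2 fold change of the genes of 7 lists, one bar or point per list and comparison, without error bars. In WTCKD + RNLS against WTCKD the collagen chain list has the lowest median, -0.68.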

**TABLE 1:** GSEA results using the MSigDB GOBP and hallmark databases.

	Upregulated by CKD			Downregulated by RNLS^1^			Downregulated by RNLS^2^		
Gene sets	NES	NOM *p*-val	FDR	NES	NOM *p*-val	FDR	NES	NOM *p*-val	FDR
GOBP_FIBROBLAST_PROLIFERATION	1.481	0.000	0.157	−1.845	0.000	0.032	−1.694	0.000	0.095
GOBP_REGULATION_OF_FIBROBLAST_PROLIFERATION	1.444	0.000	0.174	−1.603	0.000	0.088	−1.446	0.000	0.245
GOBP_POSITIVE_REGULATION_OF_LEUKOCYTE_MIGRATION	1.431	0.000	0.183	−1.871	0.000	0.028	−1.465	0.000	0.239
GOBP_POSITIVE_REGULATION_OF_FIBROBLAST_PROLIFERATION	1.373	0.036	0.222	−1.704	0.000	0.060	−1.672	0.000	0.108
GOBP_ANTIGEN_PROCESSING_ AND_PRESENTATION_OF_PEPTIDE_ANTIGEN	1.581	0.000	0.109	−1.483	0.029	0.136	−1.847	0.000	0.036
GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_PEPTIDE_ANTIGEN	1.436	0.040	0.180	−1.531	0.049	0.116	−1.839	0.000	0.037
GOBP_MACROPHAGE_CYTOKINE_PRODUCTION	1.483	0.020	0.157	−1.552	0.035	0.108	−1.538	0.028	0.183
GOBP_MACROPHAGE_MIGRATION	1.493	0.018	0.151	−1.578	0.000	0.096	−1.512	0.024	0.206
GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_ANTIGEN	1.660	0.018	0.081	−1.471	0.000	0.141	−1.655	0.024	0.112
HALLMARK_EPITHELIAL_ MESENCHYMAL_TRANSITION	1.509	0.002	0.022	−2.300	0.000	0.000	−2.005	0.000	0.000
HALLMARK_MYOGENESIS	2.197	0.000	0.000	−1.439	0.008	0.040	−1.232	0.045	0.119

Upregulated by CKD: WTCKD + vector group vs. WTSHAM group. Downregulated by RNLS^1^: WTCKD + AAV9-cTnT-Rnls group vs. WTCKD + vector group. Downregulated by RNLS^2^: KOCKD + AAV9-cTnT-Rnls group vs. KOCKD + vector group. |NES| > 1, *p* < 0.05, FDR < 0.25 were raised in table. NES, normalized enrichment score; NOM *p*-val, nominal *p-value*; FDR, false discovery rate.

**FIGURE 5:**
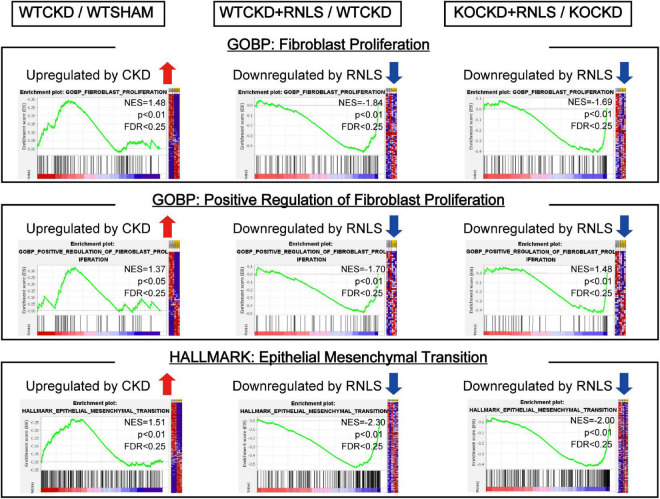
Gene set enrichment analysis (GSEA) using the transcriptome data. GSEA revealed fibroblast proliferation, positive regulation of fibroblast proliferation, and epithelial-mesenchymal transition (EMT) were upregulated by CKD. In contrast, they were downregulated by RNLS overexpression in WTCKD + RNLS/WTCKD and KOCKD + RNLS/KOCKD. Detailed results of GSEA are shown in Table 1.

### RNLS reduced proliferation and the expression of α-SMA in cardiac fibroblasts stimulated by TGF-β

To validate the above results, we conducted *in vitro* experiments using primary cardiac fibroblasts (CFs) isolated from neonatal rat hearts. CFs were transfected with adenovirus containing RNLS gene (ad-Rnls). RT-qPCR results showed that ad-Rnls enhanced the mRNA expression of RNLS by more than 500-fold over the vector group (Figure 6A). After transfection, the cells were stimulated with TGF-β for 24h, 48h, and 72h. The cellular proliferation was detected by cell counting kit-8 (CCK8) assay. As shown in Figure 6B, TGF-β promoted CF proliferation after 24 h of stimulation (*p* < 0.001), but overexpression of RNLS significantly inhibited the promotion effect of TGF-β (*p* < 0.01) (Figure 6B). Similar results were observed at 48h and 72h. More than that, immunofluorescence and western blot results showed that RNLS significantly reduced the expression of α-SMA in CFs stimulated with TGF-β for 24h (Figures 6C, D). These results indicated that RNLS overexpression inhibited the proliferation and the expression of α-SMA in CFs with TGF-β stimulation.

**FIGURE 6:**
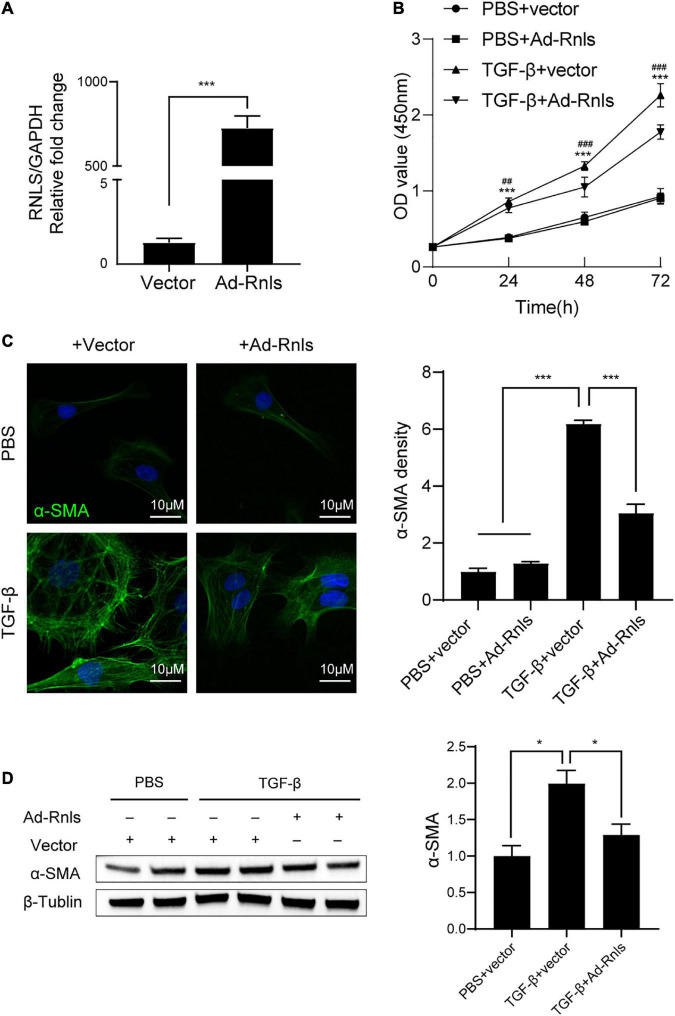
RNLS overexpression inhibited cardiac fibroblasts (CFs) proliferation and the expression of α-SMA stimulated by TGF-β. **(A)** qPCR analysis of the relative mRNA expression of RNLS. **(B)** CF proliferation detected by cell counting kit-8 (CCK8) assay. CFs were transfected with Ad-RNLS or vector and followed by stimulated with TGF-β for 24, 48, 72 hrs. ***p < 0.001, ^##^ *p* < 0.01, ^###^*p* < 0.001. * vs. PBS + vector group, ^#^ vs. TGF-β + Ad-Rnls group. **(C)** Immunofluorescence staining for α-SMA (green) and DAPI (blue) in CFs, quantification by Image J. (400×) ***p < 0.001. **(D)** Representative western blot analysis and its quantification. *p < 0.05. **(C,D)** CFs were transfected with Ad-RNLS or vector and followed by stimulated with TGF-β for 24 h.

## Discussion

In the present study, we confirmed that RNLS deficiency significantly accelerated the progression of cardiac remodeling in CKD, whereas RNLS cardiac-specific overexpression reversed this cardiac phenotype both in WTCKD and KOCKD mice. The following RNA-seq analysis revealed that RNLS exerted protective effects primarily by reducing cardiac fibrosis, and *in vitro* experiments confirmed that RNLS inhibited the proliferation and the expression of α-SMA in cardiac fibroblasts stimulated by TGF-β. Therefore, our study suggests that RNLS is a potential therapeutic factor for pathological cardiac remodeling.

In this study, no significant differences in EF values were observed at the end of the experiments (18 weeks after surgery) between control and CKD mice, suggesting that heart function may still be in a compensatory state. Instead, two main characteristics of cardiac remodeling were observed in CKD mice, which were left ventricular hypertrophy and cardiac fibrosis, and both of them were reduced by RNLS cardiac-specific overexpression (Figures 1–3). It is well-known that cardiac hypertrophy and fibrosis are mutually promoting in the progression of cardiac remodeling (40, 41). Cardiomyocytes can promote cardiac fibrosis by activating pro-fibrogenic programming (39, 42), and CFs promote cardiomyocyte hypertrophy by secreting growth cytokines in pathological conditions (43, 44). In this study, analysis performed for RNA-seq data revealed that RNLS was mainly involved in the mechanisms and pathways of cardiac fibrosis, such as ECM organization, ECM receptor interaction, fibroblast proliferation, and EMT (Figures 4, 5). CFs are a major cell type of cardiac tissues (45), which can be derived from the epicardium through EMT (46, 47), and myofibroblasts, the activated CFs, are the main effector cells to secrete ECM proteins in a remodeling heart (39, 48, 49). Therefore, we next validated the direct effects of RNLS on primary CFs *in vitro*, and the results confirmed that RNLS significantly inhibited CFs proliferation and downregulated the expression of α-SMA in TGF-β stimulated CFs (Figure 6). We thus believe that RNLS has great therapeutic potential for the heart by antagonizing fibrotic mechanisms induced by CKD.

Since it was identified, RNLS has been proven to be a beneficial factor for many cardiovascular or renal diseases because of its enzymatic or non-enzymatic functions (50). Some studies, which suggest RNLS protects the cardiovascular system through its enzymatic functions, believe RNLS can modulate blood pressure (BP) by metabolizing catecholamines (11, 18, 19, 51). Although this view has been challenged, we found that RNLS knockout influenced BP in mice, which is consistent with previous evidence (23, 52). In this study, we observed that knockout of RNLS led to higher systolic blood pressure (SBP) (KOSHAM vs. WTSHAM, 129.30 ± 6.51mmHg vs. 119.29 ± 9.5 mmHg, *p* < 0.05) (Supplementary Figure 5A). However, in CKD, there was no significant group difference in SBP between KOCKD and WTCKD groups from the sixth-week post-surgery (average BP > 135mmHg) (Supplementary Figure 5B). Thus, the alteration of BP caused by RNLS knockout maybe not the principal contributing factor for the more severe cardiac remodeling phenotype in KO mice. In addition, cardiac-specific RNLS overexpression had little effect on hypertension, but significantly reduced the thickness of LVPW and IVS in CKD mice (Supplementary Figure 5B). Therefore, we suggest that RNLS has direct protective effects on hearts independent of modulating BP.

Indeed, recent studies of RNLS have already focused on its non-enzymatic functions (53–55). Evidence has shown that RNLS functions as a signaling factor exerting potent pro-survival and anti-inflammatory effects to protect cells, tissues, and organs (12, 22, 56–58). In recent years, numerous clinical studies have reported that RNLS seems to be a promising biomarker and a potential therapeutic target in cardiovascular diseases (59–62). 

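Of the 168 mesenchymal genes tested, 56 were DEGs in WTCKD + RNLS against WTCKD where 24.2 were expected, and 50 in KOCKD + RNLS against KOCKD where 37.4 were expected. Of the DEGs shared by both comparisons, 29 were mesenchymal genes, 27 of them lower with RNLS, where 9.21 were expected (odds ratio 3.71, adjusted p = 2.27e-07 from a one-sided Fisher's exact test). Over all genes, at an adjusted p under 0.05 in edgeR's test, 20 were lower and 1 higher in the wild type, and 26 were lower and 7 higher in the knockout. Adjusted over the list alone, 35 were lower and 4 higher in the wild type, and 27 were lower and 7 higher in the knockout. Whole heart RNA does not tell in which cells these transcripts lay.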

In this study, we provided clear data demonstrating that RNLS alleviated CKD-induced pathological cardiac fibrosis, and the possible mechanisms involved are as below: (i) RNLS significantly inhibited CKD-induced EMT, one source that CFs derived from Figure 5 and Table 1. (ii) In the development of cardiac fibrosis, CF over-proliferation is induced and CFs transdifferentiate into myofibroblasts, which express α-SMA and secrete ECM proteins (39). Our results showed that RNLS significantly inhibited CFs proliferation and the expression of α-SMA *in vivo* and *in vitro* (Figures 3, 5, 6). (iii) Moreover, genes relating to ECM proteins, such as COL1A1, COL3A1, COL4A1, COL4A2, POSTN, FSCN1, and BCL3, were significantly downregulated by RNLS (Figure 4). (iv) In addition to the effects on CFs, RNA-seq analysis also revealed that RNLS downregulated leukocyte and macrophage migration, macrophage cytokine production, and antigen presentation (Table 1). 

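Postn (ENSMUSG00000027750; chromosome 3 of mm9, 54165031 to 54194961) fell from 71.9 ± 29.2 CPM (SD, n = 3) in WTCKD to 29.8 ± 5.77 CPM in WTCKD + RNLS, a log2 fold change of -1.27 (standard error 0.27, adjusted p = 0.0142 from edgeR's quasi-likelihood test). In the knockout it fell from 48.7 ± 12.1 to 27 ± 3.85 CPM (-0.85, standard error 0.27, adjusted p = 0.0437 from edgeR). The wild-type call of Postn was lost without WTCKD replicate 2 (-0.93) or WTCKD + RNLS replicate 1 (-1.29), and the knockout call in each of the 6 fits that left out 1 library (-0.99 to -0.64). Fscn1 (ENSMUSG00000029581; chromosome 5, 143722022 to 143734864) fell from 58.6 ± 11.2 to 26.3 ± 1.85 CPM in the wild type (-1.16, standard error 0.19, adjusted p = 0.00372 from edgeR) and from 60.4 ± 4.55 to 33.5 ± 2.78 CPM in the knockout (-0.85, standard error 0.19, adjusted p = 0.00758 from edgeR), with no call lost in these fits. Bcl3 (ENSMUSG00000053175; chromosome 7, 20393811 to 20408119) fell from 6.74 ± 1.63 to 3.44 ± 0.228 CPM in the wild type (-0.97, standard error 0.24, adjusted p = 0.0327 from edgeR), a call lost in 5 of 6 such fits. In the knockout it changed by -0.60, with an adjusted p of 0.106 from edgeR. An antisense gene shares 161 exon bases with Bcl3. Of the antigen presentation genes, 0 passed an adjusted p of 0.05 over all genes in the wild-type RNLS comparison, also adjusted over the list alone, and 9 were lower in the knockout (12 adjusted over the list alone). Of the migration genes, 4 were lower in each comparison, with 4 in the wild type and 2 in the knockout adjusted over the list alone.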

All the above mechanisms are proven to be promoted by the TGF-β pathway in cardiac fibrosis (39, 42). 

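The KEGG sets were not used here. Of the Reactome sets, those for the PI3K cascade (56 genes tested), PIP3 activation of AKT signaling (69) and the RAF MAP kinase cascade (10) were chosen by name after the other results had been seen, and each is narrower in scope. In WTCKD + RNLS against WTCKD, 11 genes of the PI3K cascade were DEGs where 8.06 were expected (odds ratio 1.46, adjusted p = 0.558 from a one-sided Fisher's exact test over 6 tests). With DEGs at an adjusted p under 0.05, that odds ratio was 2.58, past the unadjusted threshold of the exact test. Of the AKT set, 13 were DEGs where 9.93 were expected (odds ratio 1.38), and of the MAP kinase set 1 where 1.44 were expected (0.661). In KOCKD + RNLS against KOCKD, the DEGs numbered 14 of the PI3K cascade (12.5 expected, odds ratio 1.16), 15 of the AKT set (15.4 expected, 0.968) and 1 of the MAP kinase set (2.23 expected, 0.387). The smallest adjusted p of these 6 tests was 0.558, from Fisher's exact test. Tested as lists, the PI3K cascade (median log2 fold change 0.12, 37 of 56 higher) and the AKT set (0.15, 46 of 69 higher) rose with RNLS in the knockout (adjusted p = 0.0307 for both, from camera on edgeR's fit over 6 tests). Both calls were lost without KOCKD replicate 2 or 3 or KOCKD + RNLS replicate 2, and with the correlation between genes estimated. Both stayed under fry (adjusted p = 0.00216 for the PI3K cascade and 0.015 for the AKT set, from fry on edgeR's fit). With offsets that remove each library's trend on gene length, the medians were 0 and 0.05, not past the threshold, so a difference between libraries that follows gene length can account for this rise. The MAP kinase set in the knockout (-0.07) and the 3 sets in the wild type (-0.01, -0.02 and 0.02) were not past the threshold.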

And our RNA-seq results indicated that RNLS-regulating DEGs were significantly enriched in several pathways that involved in non-Smad TGF-β pathways, such as PI3K/Akt and the mitogen-activated protein kinases (MAPKs) pathway (Figure 4C), which is consistent with previous studies (14, 22, 63). We hypothesized that the potential molecular mechanisms may be related to these pathways, but more experimental studies are needed.

There were a few limitations in the present study. We found RNLS overexpression significantly reduced cardiomyocyte hypertrophy *in vivo* and RNA-seq analysis showed that RNLS downregulated the hallmark myogenesis gene set, but we didn’t validate it *in vitro*. 

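A list of muscle genes written after the scope of the hallmark myogenesis set, with 113 genes tested, had a median log2 fold change of -0.01 in WTCKD against WTSHAM (adjusted p = 0.766 from camera on the edgeR fit). It was 0.06 in WTCKD + RNLS against WTCKD (adjusted p = 0.54 from camera on edgeR's fit) and -0.03 in KOCKD + RNLS against KOCKD (adjusted p = 0.619 from camera on edgeR's fit). With no filter on low counts, the knockout median was 0. With each library left out in turn, the medians lay between -0.03 and 0 for CKD, between 0.03 (without WTCKD replicate 2) and 0.07 for RNLS in the wild type, and between -0.05 (without KOCKD + RNLS replicate 1) and -0.01 (without KOCKD replicate 2) in the knockout. At an adjusted p under 0.05 over all genes, 2 muscle genes were lower and 2 higher with CKD, 5 lower and 3 higher with RNLS in the wild type, and 14 lower and 13 higher in the knockout. Once adjusted over the list alone, these counts were 3 and 2, 5 and 5, and 19 and 15.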

Secondly, we overexpressed RNLS using the cardiomyocyte-specific cTnT promoter, but whether RNLS can be secreted from cardiomyocytes into CFs and play an anti-fibrotic role should be confirmed. These limitations will be investigated in follow-up studies, together with the underlying molecular mechanisms involved.

In summary, by using knockout mice, we confirmed the important role of RNLS in CKD-induced cardiac remodeling, and we found that RNLS overexpression alleviated LVH and fibrosis in CKD mice mainly through an anti-fibrotic mechanism. Our finding implies that RNLS may be a valuable therapeutic target of cardiac treatment for CKD patients, and its functional roles deserve further investigation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE199350.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University Affiliated Sixth People’s Hospital.

## Author contributions

NW and JY conceived and supervised the study, acquired funding, and revised the manuscript. YW, LB, FZ, SG, and JW performed the animal study and/or contributed materials. YW performed the data analysis and wrote the manuscript draft. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Cardiac-specific renalase overexpression alleviates CKD-induced pathological cardiac remodeling in mice
**Source:** Front Cardiovasc Med. 2022 Dec 15;9:1061146. doi: 10.3389/fcvm.2022.1061146
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **1 Supplementary method**

#### **1.1 Blood pressure**

Blood pressure was measured by a computerized tail-cuff system (Kent Scientific, Torrington, CT, USA) in conscious animals. Animals were trained for 3 consecutive days to become accustomed to the procedure. Each time animals were put in the restrainer for 15 minutes before measurements. For each animal, at least 10 measurements were recorded to calculate mean blood pressure and heart rate, and the results were averaged for each animal for 5 consecutive days. The mean values were used for comparisons.

#### **1.2 RNA-seq analysis**

Raw data (raw reads) were processed using Trimmomatic. The reads containing poly-N and the low-quality reads were removed to obtain the clean reads. 

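The genome assembly mm9 is the mouse reference that Ensembl calls NCBIM37. Positions of named genes were taken from the GENCODE annotation of that build, in which 63 of 67 named genes were found once and 4 were not found by their symbol. The annotation the authors counted on is not named in the text. The read counts were made by the authors and were not recounted here.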

Then the clean reads were mapped to mm9 using hisat2. FPKM value of each gene was calculated using cufflinks, and the read counts of each gene were obtained by htseq-count. 

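FPKM divides the fragments on a gene by its length in kilobases and by the fragments of the library, so it can be compared between genes of different length, while counts keep the number of reads on which the statistics depend. For 16372 genes, the gene length implied by each library's count and FPKM was compared across the 15 libraries, and its relative SD was at most 7.49e-07. Both values therefore carry the same reads. The implied lengths were used for the checks on gene length, and the counts for everything else.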

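DESeq's size factors scale each library by the median ratio of its counts to the geometric mean over libraries, and nbinomTest compares 2 groups with an exact negative binomial test. For the alternative named after this procedure, the size factors, a pooled dispersion with the larger of the fitted and the gene's own value, and the test were written anew on the 6 libraries of a comparison, without the package's small-sample bias adjustment. On simulated counts with 200 changed genes, it recovered 189 with 10 false calls, where edgeR's quasi-likelihood test recovered 192 with 3.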

DEGs were identified using the DESeq (2012) R package functions estimate Size Factors and nbinom Test.  $P$  value  $< 0.05$  and foldchange  $> 1.25$  set as the threshold for significantly differential expression. Hierarchical cluster analysis of DEGs was performed to explore gene expression patterns. GO enrichment and KEGG pathway enrichment analysis of DEGs were respectively performed using R based on the hypergeometric distribution.

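In a hypergeometric test, the number of DEGs in a set is compared with the number that random draws from a background would give, so the result depends on the background. The text does not name the background. The tests here used the 13021 genes that passed the filter and could be called, with set sizes counted among them.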

#### **1.3 Quantitative real-time PCR**

### **2 Supplementary Figures**

# RNLS (gene id:55328) expression in different kidney disease

## Data from GEO Datasets

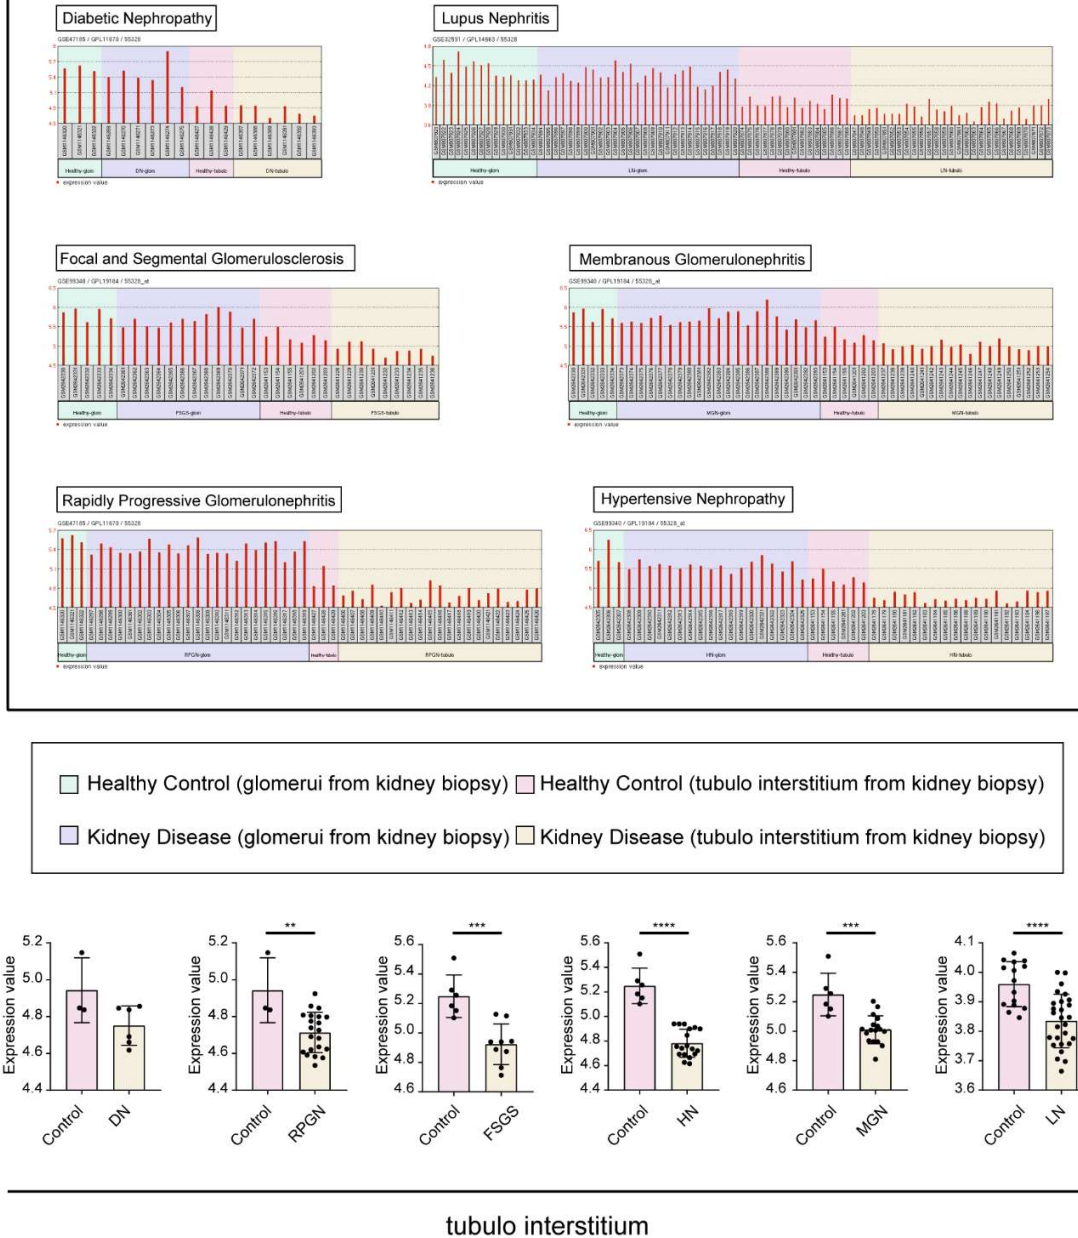

**Supplementary Figure 1** RNLS expression in human kidney biopsy from patients with different kidney diseases. Data from the GEO database. Data were shown as mean  $\pm$  SEM. \* $p < 0.05$  \*\* $p < 0.01$  \*\*\* $p < 0.001$  \*\*\*\* $p < 0.0001$ .

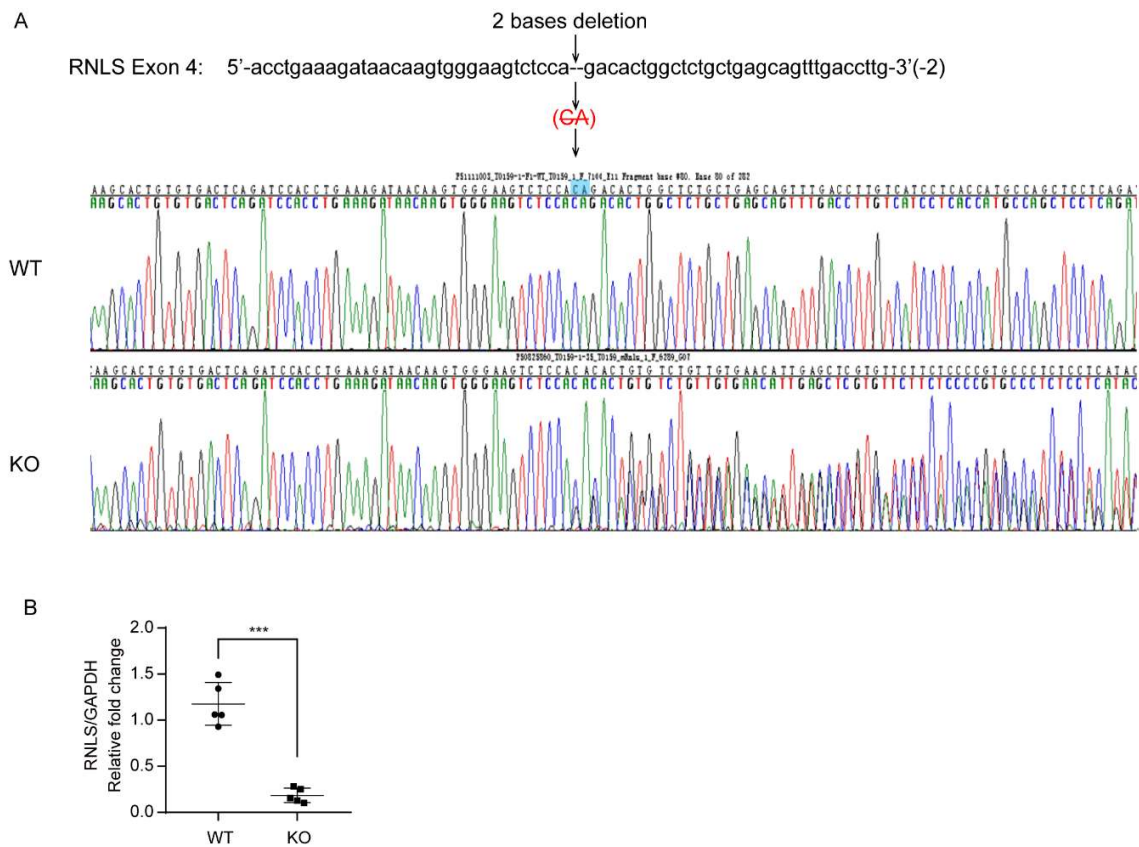

**Supplementary Figure 2** RNLS KO mice were generated by Transcription activator-like effector nuclease (TALEN)-mediated gene targeting in C57BL/6J strain mice. A. Exon 4 of RNLS was

selected as the TALEN target site. B. Validation of RNLS expression by qPCR. Data were shown as mean  $\pm$  SEM. \* $p$ <0.05 \*\* $p$ <0.01 \*\*\* $p$ <0.001.

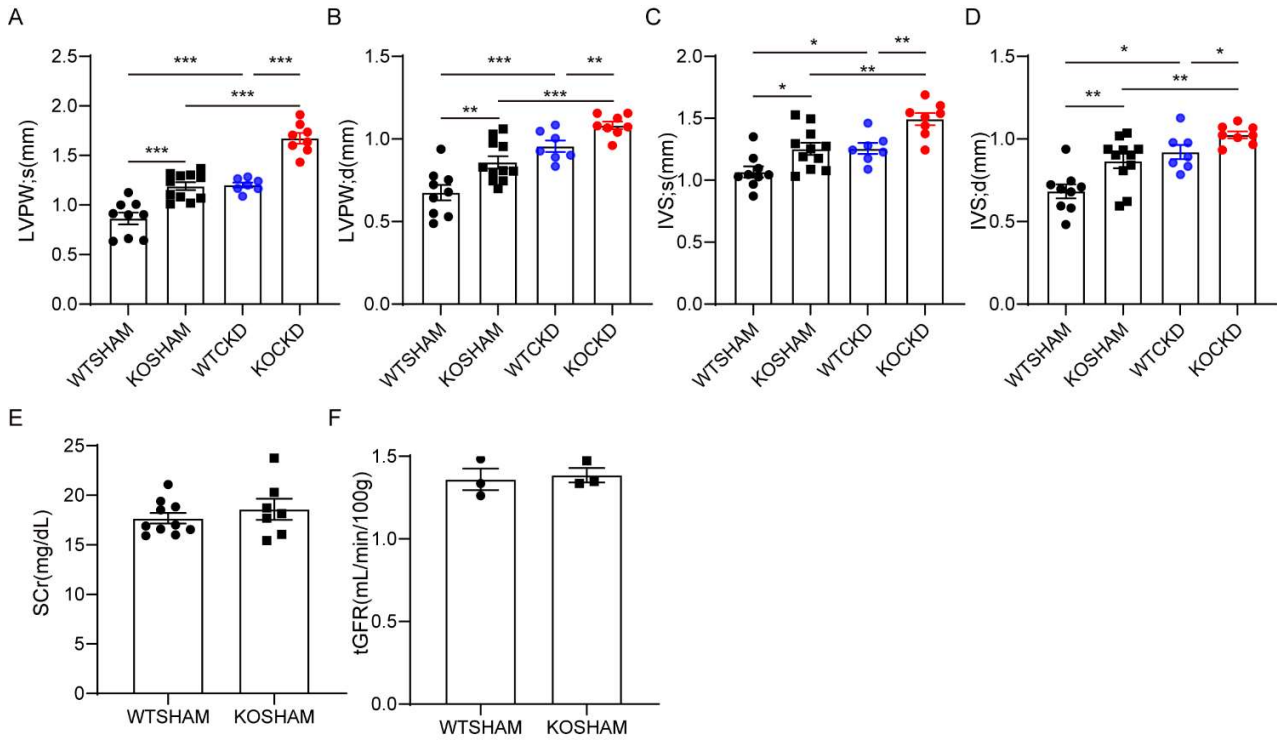

**Supplementary Figure 3** A-E Echocardiographic parameters of WTSHAM group, KOSHAM group, WTCKD group, and KOCKD group, including LVPWs, LVPWd, IVSs, IVSd, at week 18. E tGFR was measured by transdermal patch at 10 weeks. F Serum creatinine of SHAM groups at 18 weeks. WTSHAM group, n = 9; KOSHAM group, n = 11; WTCKD+vector group, n = 10;

WTCKD+AAV9-cTnT-RNLS group, n = 7; KOCKD+vector group, n = 9; Data were shown as mean  $\pm$  SEM. \* $p$ <0.05 \*\* $p$ <0.01 \*\*\* $p$ <0.001.

Supplementary Material

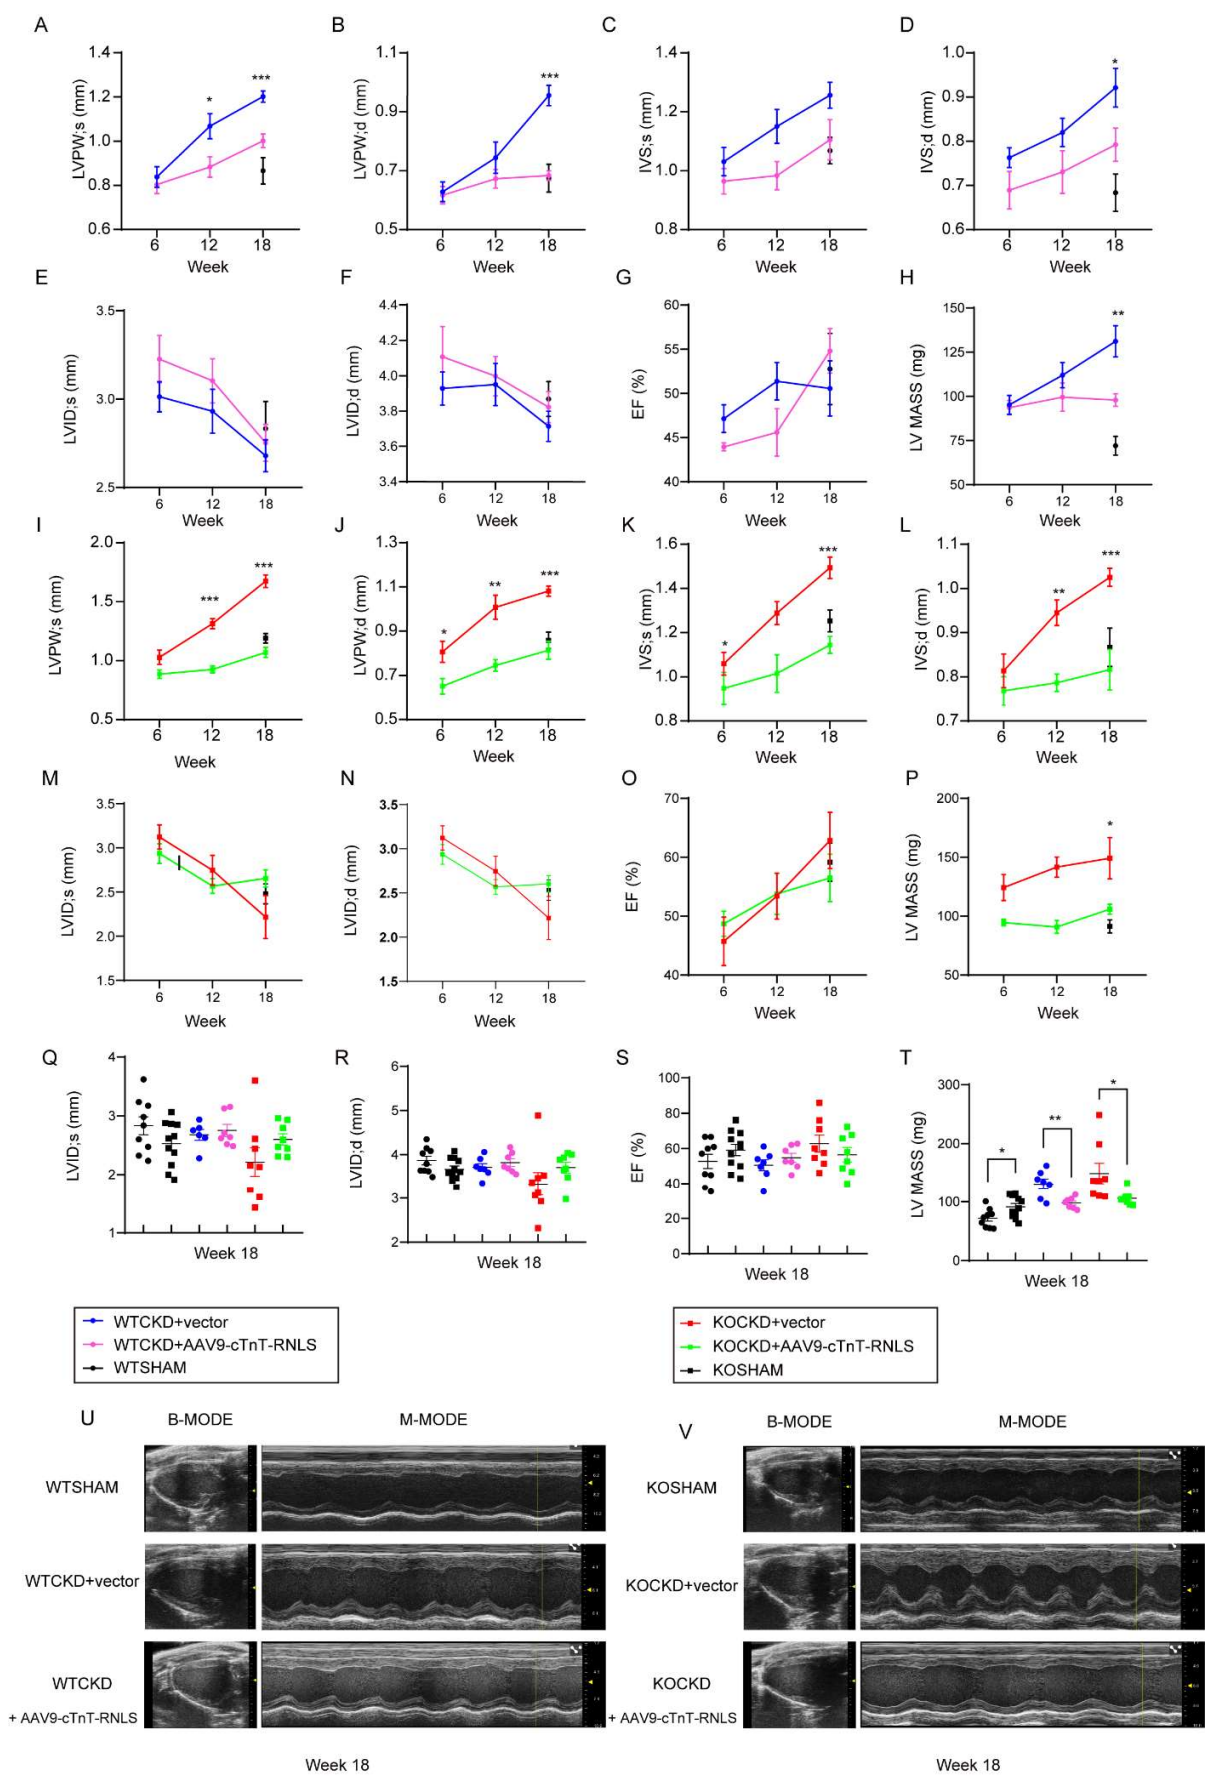

**Supplementary Figure 4** A-H Echocardiographic parameters, including LVPWs, LVPWd, IVSs, IVSd, LVIDs, LVIDd, EF, and LVMASS at week 6, week 12, and week 18. Q-T Echocardiographic parameters, including LVIDs, LVIDd, EF, and LVMASS at week 18. U-V Representative B-mode and M-mode echocardiographic images of each group. WTSHAM group, n = 9; KOSHAM group, n = 11; WTCKD+vector group, n = 10; WTCKD+AAV9-cTnT-RNLS group, n = 7; KOCKD+vector

group, n = 9; KOCKD+AAV9-cTnT-RNLS group, n = 8. Data were shown as mean  $\pm$  SEM.

\* $p < 0.05$  \*\* $p < 0.01$  \*\*\* $p < 0.001$ . \*vs. WTCKD+vector or KOCKD+vector

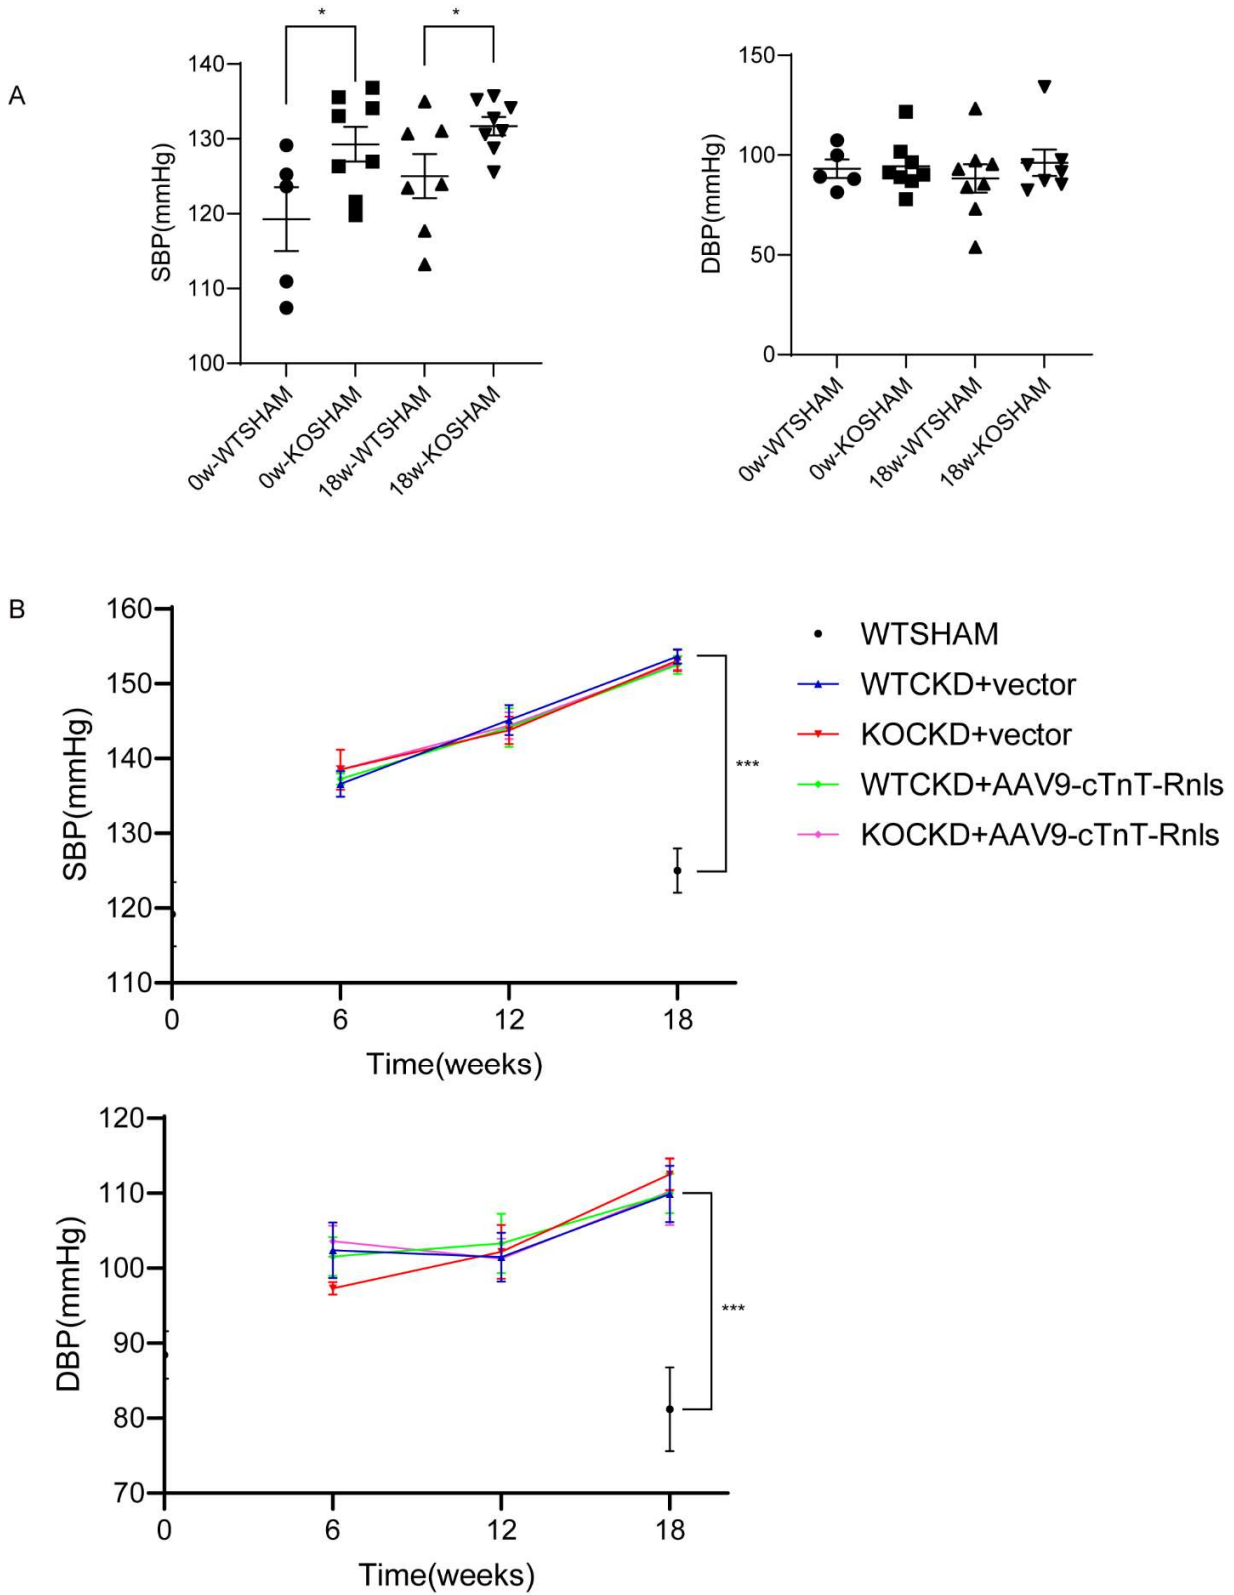

**Supplementary Figure 5** A. Systolic and diastolic blood pressures of KOSHAM and WTSHAM groups. n = 5-8 per group. \* $p < 0.05$ . B. Systolic and diastolic blood pressures of CKD and WTSHAM groups. n = 5-8 per group. Data were shown as mean  $\pm$  SEM. \*\*\* $p < 0.001$ . \*vs. WTSHAM group.

How the deposited data were processed for this re-analysis (not part of the article)

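Hearts of 15 male mice in 5 groups of 3 were measured by RNA-seq, 18 weeks after subtotal nephrectomy or a sham operation. Treatment was in week 2, with none listed for WTSHAM. All columns of the deposited tables were mapped to a mouse and a group from the sample labels, and none was left over. The groups rest on these labels alone, since Rnls was not among the genes counted and could not serve to check the genotype. The column names of KOCKD + RNLS share a prefix with some wild-type libraries, and an error in the labels was not tested. The authors trimmed the reads with Trimmomatic, removed poly-N and low-quality reads, mapped the rest to mm9 with hisat2 and counted reads per gene with htseq-count, and deposited the resulting counts, which were checked to be whole numbers without normalization. The authors also deposited FPKM per library, computed with cufflinks by their account, which from the values equal the counts divided by a fixed gene length and by the library's total. The versions of these tools, the gene annotation and the strand option of the counting were not found in the text or the supplement. The table held 17447 genes, of which 300 had no count in any library.

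All statistics used the counts. R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 served for the main analysis, with TMM scaling, the default filter on low counts, a quasi-likelihood fit with the group as the only term over all libraries, and camera for gene lists. Libraries of 10480788 to 13424078 counted reads left 13021 genes to test. DESeq2 1.42.0, mixOmics 6.26.0 for PLS-DA and fgsea 1.28.0 for the mouse Reactome sets were also used, the sets restricted to 10 to 500 genes (843 sets). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for tables and figures. DEGs were called as in the paper at FC > 1.25 and unadjusted p < 0.05, and also at an adjusted p under 0.05. The 3 comparisons of the paper were made, as well as KOCKD against WTCKD and the difference of the RNLS effect between the genotypes.

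The GO, KEGG and MSigDB collections were not used here. Lists for ECM-receptor genes, mesenchymal genes, fibroblast proliferation, the cell cycle, antigen presentation, migration, muscle genes, clock genes, cell markers (fibroblast, activated fibroblast, endothelial, pericyte and smooth muscle, macrophage, T and B cell, cardiomyocyte, atrial, erythrocyte, adipocyte, lung and skeletal muscle), sex genes, hypertrophy genes and immediate early genes were written by hand from general knowledge. Collagen chains were taken by symbol and the genes of Figure 4H from the figure. These lists, the comparisons, the tests, the thresholds, the alternatives and the rule for naming genes were set before the data were examined. The offsets for gene length, the covariates, the ribosomal list, the interferon set and the signalling sets were added later.

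Single genes were named by rule. These are the genes the paper names for the hearts or shows legibly in Figure 4H, the clock and sex genes, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, an average log2 CPM over 1 and no overlap between the groups. Between KOCKD and WTCKD no gene met the rule. Rnls and Xist were not analysed here. Gm2423 and Wdfy1 were named after their values were seen.

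The alternatives were no filter on low counts, RLE size factors, the replicate number as a block, only the 6 libraries of a comparison, DESeq2, the DESeq (2012) procedure, leaving out each library in turn, other set tests (camera with an estimated correlation and fry), DEGs at an adjusted p, DEGs that fell, the 500 genes with the highest variance, gene length offsets and covariates for the atrial and clock scores. The scaling alternatives moved the median gene by at most 0.011 on the log2 scale. For the length offsets, a smooth trend of each library's log counts on gene length was removed in the fit. The code was tested on simulated data with 200 changed genes of 13021, with a median change of 0.99 on the log2 scale. edgeR recovered 192 (96%) with 3 false calls, DESeq2 195 with 12, edgeR on 6 libraries 185 with 11, and edgeR with length offsets 191 with 2. A simulated list of 40 changed genes passed camera on edgeR's fit, and of 100 random lists 1 had an unadjusted p under 0.05. The simulated genes were drawn independently, so this gives no error rate for lists whose genes vary together.

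The paper's echocardiography, histology, blood tests, quantitative PCR and cell culture were not analysed here, since the data used were those of the RNA-seq. Reads were not realigned or recounted.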

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

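The tests below of the remaining fall of ribosomal protein genes, of long genes, of residual blood, of the time of day at harvest, of the share of macrophages, of a variant at Fggy and of the share of atrial tissue were chosen only after the result was seen. The gene length offsets, the ribosomal list, the interferon set, Gm2423 and Wdfy1 were also chosen after seeing the data.

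The effect of RNLS differed between the genotypes for 5 of 26 gene lists, by a set test on the difference itself. Relative to the wild type, the knockout effect was higher by a median log2 fold change of 0.21 for ECM-receptor genes (50 of 70 genes higher, adjusted p = 0.0148 from camera on edgeR's fit), 0.27 for collagen chains (28 of 31, adjusted p = 0.0054 from the same edgeR fit) and 0.24 for fibroblast markers (13 of 15, adjusted p = 0.048 from the same edgeR fit). It was lower by -0.41 for ribosomal protein genes (83 of 83 lower, adjusted p = 5.15e-33 from camera on edgeR's fit) and by -2.61 for erythrocyte markers (8 of 9, adjusted p = 0.00131 from the same edgeR fit). Under fry none of the 26 lists had an adjusted p under 0.05 (0.437 to 0.86 from edgeR's fit), with an unadjusted p under 0.05 for ribosomal (0.0171) and skeletal muscle genes (0.0494) from that edgeR fit.

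One technical explanation for these differences is a bias by gene length. In KOCKD + RNLS against KOCKD, long genes rose and short genes fell, with a rank correlation of 0.52 between log2 fold change and gene length (0.49 to 0.53 with 1 library left out). The median was -0.24 among the 3256 shortest genes and 0.24 among the 3255 longest. In WTCKD + RNLS against WTCKD the correlation was 0.07, in WTCKD against WTSHAM -0.24 and in KOCKD against WTCKD -0.41. With each library's trend on length removed, the ribosomal median in the knockout went from -0.44 to -0.10, and 710 genes in the knockout against 738 in the wild type had an adjusted p under 0.05. The ECM-receptor difference was 0.13, with an adjusted p of 0.218 from camera on edgeR's fit (0.701 from fry, the only other alternative run for it). The collagen difference was 0.15, also not past the threshold, while those of fibroblast markers (0.43) and erythrocyte markers (-2.29) stayed past it. That of endothelial markers passed it only with the offsets (0.08, adjusted p = 0.0285 from camera on edgeR's fit, against 0.0716 without them). These values are consistent with length bias as a candidate explanation for most of the ribosomal difference, for the larger number of genes in the knockout and for the ECM-receptor difference. The ribosomal genes remained past the set test with the offsets, and their mean score per library fell by 0.12, from 0 to 0.09 in KOCKD to -0.09 to -0.06 in KOCKD + RNLS, which argues against length as the whole cause.

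What made long genes rise stays open. An effect of RNLS on long transcripts would be present in both genotypes, and the wild-type correlation of 0.07 is far below that in the knockout. It ran from -0.06 to 0.26 with 1 library left out, the latter without WTCKD + RNLS replicate 2, whose own correlation with length was -0.37, so an effect in both genotypes and an effect in the knockout alone cannot be told apart. Length trends between single libraries ran from -0.46 to -0.32 in KOCKD and from 0.26 to 0.35 in KOCKD + RNLS. The paper names a pair of sequencing platforms without saying which library ran on which, so a difference between batches may also lie behind the trend, as may a difference in RNA integrity, and neither was tested.

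Erythrocyte markers (9 genes tested, none of them in another list) had a median log2 fold change of 2.61 in WTCKD + RNLS against WTCKD (2.39 with the gene at the floor of 3 counts set to its bound) and -0.04 in KOCKD + RNLS against KOCKD. In the knockout the median was 1.03 without KOCKD replicate 3 and 0.19 without KOCKD + RNLS replicate 1. Within groups, the markers had a mean correlation of 0.68, where 1000 random lists of similar expression reached at most 0.22, which is consistent with a varying amount of blood left in the hearts. Hbb-bs, the most abundant, ran from 46.4 to 389 CPM within WTSHAM alone and from 32.5 to 218 CPM within KOCKD. A biological difference in blood supply or blood cells was not tested.

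In WTCKD against WTSHAM, genes of the Reactome interferon signaling set, which the paper does not discuss, were lower. The median log2 fold change of 99 genes was -0.37, with 75 lower and 28 of these past an adjusted p of 0.05 (p = 9.38e-23 from camera on edgeR's fit, 0.000118 from fry and 0.0012 with the estimated correlation). It was -0.06 and 0.05 in the wild-type and knockout RNLS comparisons, not past the threshold. The median was -0.24 without WTSHAM replicate 2 and -0.49 without WTSHAM replicate 1. The largest p without 1 of the sham libraries was 1.68e-18 from camera on edgeR's fit, which argues against a single sham library as the cause. With the gene length offsets the median was -0.42 and the p from camera on edgeR's fit 2.52e-22, which argues against gene length. The mean score per library changed by -0.59 for interferon genes and by -0.42 for macrophage markers (16 genes, 3 of them in other lists). In WTCKD + RNLS against WTCKD, KOCKD + RNLS against KOCKD and KOCKD against WTCKD, the macrophage score changed by -0.39, -0.38 and -0.35, which in that proportion would need interferon changes of -0.54, -0.53 and -0.49. The interferon score changed by -0.09, 0.01 and -0.02. The smallest gap to the needed change was 0.45, with no overlap between the groups in any of the 3. Over the 12 libraries other than sham the slope of the interferon on the macrophage score was 0.11 (95% confidence interval -0.06 to 0.27), where 1.39 would be needed. In the knockout the macrophage median was -0.20 with the length offsets, so that comparison weighs less. These values argue against a larger share of macrophages in the sham hearts as the whole cause. A different state of the macrophages there, an effect of CKD itself on the interferon response and an effect of the vector stay open. None of these was tested apart from the comparison. CKD and the vector cannot be told apart, because every CKD group received vector or virus and WTSHAM received neither.

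The genes with the largest changes in WTCKD against WTSHAM lie outside those the paper discusses. F830016B08Rik (-5.42, standard error 0.95, adjusted p = 0.00524 from edgeR), Igtp (-3.05, standard error 0.53, adjusted p = 0.005 from edgeR) and Gbp10 (-2.91, standard error 0.65, adjusted p = 0.0263 from edgeR) fell, and each belongs to a family with close paralogs, so the gene its reads came from is uncertain. F830016B08Rik was at 11.6, 453 and 313 CPM in WTSHAM and at most 8.62 CPM in WTCKD, and Igtp at 44.9, 409 and 170 CPM in WTSHAM and at most 26.6 CPM in WTCKD. Without WTSHAM replicate 2 the change of Igtp was -2.10, and that of Gbp10 -2.16 with the call lost. Gbp10 also lost it without WTCKD replicate 1 (-3.07), 2 (-2.93) or 3 (-2.74). Depp1 (2.22, standard error 0.35, adjusted p = 0.00284 from edgeR), Grin2c (1.67, standard error 0.37, adjusted p = 0.0258 from edgeR) and Clba1 (1.19, standard error 0.26, adjusted p = 0.0223 from edgeR) rose. The call of Grin2c was lost without WTSHAM replicate 1 (1.54) or 2 (1.62) and without WTCKD replicate 1 (1.76) or 3 (1.27), and that of Clba1 without WTSHAM replicate 2 (1.09) or WTCKD replicate 2 (0.90). An antisense gene shares 91 exon bases with Grin2c. All but Depp1 lost the call with only the 6 libraries and under the DESeq (2012) procedure. No explanation was tested for these single genes.

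The largest changes in WTCKD + RNLS against WTCKD included core clock genes, for which the paper lists circadian terms without reporting single genes. Arntl changed by -4.06 (standard error 0.46, adjusted p = 0.000329 from edgeR), Ciart by 3.65 (standard error 0.69, adjusted p = 0.00783 from edgeR) and Per2 by 3.07 (standard error 0.59, adjusted p = 0.00867 from edgeR). Per2 also rose by 2.37 in the knockout (standard error 0.57, adjusted p = 0.0126 from edgeR), a call lost without KOCKD replicate 2 (2.33). Evening clock genes (12) had medians of 1.42 and 1.30 with RNLS in the wild type and the knockout (adjusted p = 2.74e-16 and 9.13e-08 from camera on edgeR's fit), with 11 of 12 higher in each, and morning genes (5) -0.68 and -0.66 (adjusted p = 0.000138 and 0.0173 from camera on edgeR's fit), with 4 of 5 lower in each. In the knockout the call of morning genes was lost without KOCKD replicate 2 (-0.38). In WTCKD against WTSHAM the medians were -0.33 and -0.06 (adjusted p = 0.445 and 0.629 from camera on edgeR's fit). Of the evening genes, 10 were higher at an adjusted p under 0.05 over all genes in the wild type and 9 in the knockout, with 1 lower, and 11 in each comparison when adjusted over the list alone. Of the morning genes, 3 were lower in the wild type and 1 in the knockout, and 3 and 4 when adjusted over the list alone.

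The offsets argue against gene length as the cause of the clock change, since the largest adjusted p of the 4 set tests with them was 0.000197 from camera on edgeR's fit (2.74e-16 to 0.0173 without them, and 0.0382 to 0.0823 from fry). The time of day at harvest stays open. A clock score per library ran from 1.16 to 1.81 in the libraries with RNLS. The highest score without RNLS was 0.58, in KOCKD replicate 3, and WTSHAM replicate 1 stood at 0.30, apart from the other libraries of their groups, which lay between -2.09 and -1.04. Libraries without RNLS can therefore differ in clock phase, and in both genotypes the phase goes with RNLS. An action of RNLS on the clock and a harvest of the groups at different hours cannot be told apart, because no time of day is given.

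Angptl4 (-4.83, standard error 0.76, adjusted p = 0.00295 from edgeR), Pdk4 (-3.35, standard error 0.40, adjusted p = 0.00041 from edgeR) and Drd2 (3.13, standard error 0.75, adjusted p = 0.0259 from edgeR) completed the largest changes of this comparison. In the knockout, Angptl4 changed by -3.28, Pdk4 by -1.93 and Drd2 by 1.56, the latter with an adjusted p of 0.136 from edgeR. The wild-type call of Drd2 was lost without WTCKD replicate 1 (3.22), 2 (3.50) or 3 (2.77) and without WTCKD + RNLS replicate 1 (2.75) or 3 (2.90). Angptl4 and Drd2 lost it under the DESeq (2012) procedure. No explanation was tested for these genes.

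In KOCKD + RNLS against KOCKD, the largest falls were of genes from the atrial marker list. Sln had at most 1 count in any KOCKD + RNLS library and was at least 186-fold lower than the mean of KOCKD, or 19.8-fold without KOCKD replicate 3, Myl7 changed by -8.95 (standard error 2.59, adjusted p = 0.0289 from edgeR) and Myl4 by -7.38 (standard error 2.15, adjusted p = 0.0294 from edgeR). The spread within KOCKD was wide. Myl7 was at 53.1, 4.85 and 805 CPM and Sln at 9.89, 0.28 and 133 CPM, while in WTCKD Myl7 was at 420, 478 and 1.28 CPM. Without KOCKD replicate 3 all 3 calls were lost, with log2 fold changes of -5.64 for Myl7 and -4.43 for Myl4, and they were lost as well without any 1 of the KOCKD + RNLS replicates (-9.17 to -8.66 for Myl7 and -7.61 to -7.22 for Myl4). The 8 atrial genes tested had a mean correlation of 0.71 within groups, where 1000 random lists reached at most 0.29, and 4 of the list's genes stand in another list. A varying share of atrial tissue in the samples is a candidate explanation. Nppa, the most abundant of the list, ran from 80.7 to 1170 CPM within WTCKD. An antisense gene shares 3 exon bases with Myl4.

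Fggy rose by 3.36 with RNLS in the knockout (standard error 0.50, adjusted p = 0.0015 from edgeR), and by 5.57 without KOCKD replicate 1. Its level in KOCKD was 1.66, 0.0932 and 0.161 CPM, against 6.12 to 7.40 CPM in KOCKD + RNLS, and it changed by 0.12 and -0.15 in the wild-type comparisons. Gm2423 went the other way, with 4.72, 12.1 and 11.5 CPM in KOCKD and at most 1.29 CPM in every other group. Wdfy1 split the KOCKD + RNLS libraries, with 7.39, 23.9 and 28.3 CPM, against 18 to 19.3 CPM in KOCKD and 5.19 to 8.09 CPM in the wild-type groups. A variant carried by part of the knockout animals may lie behind these levels. The highest Fggy level in KOCKD, 1.66 CPM, does not separate such a variant from an effect of RNLS, and both cannot be told apart without genotypes of the animals. Neb rose by 1.96 in the knockout (standard error 0.33, adjusted p = 0.00254 from edgeR), from 3.07 to 4.29 CPM in KOCKD to 11.9 to 16.7 CPM, and fell by 1.46 in WTCKD against WTSHAM. It is a long gene, and with the length offsets its rise was 1.59, still past the threshold. No other explanation was tested for Neb.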

How the results depend on the processing

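Of the alternatives below, the offsets that remove each library's trend on gene length, the atrial and clock covariates and every alternative for the signalling sets were chosen only after the results had been seen. Where a result below reversed, moved or changed its side of a threshold, the cause was not tested. A count is called moved when it changed by more than 1.5 times.

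At FC > 1.25 and unadjusted p < 0.05, the counts of DEGs in the 3 comparisons and the count shared by both RNLS comparisons kept within 1.5 times with no filter on low counts, with RLE size factors, with only the 6 libraries of a comparison, with DESeq2, with the DESeq (2012) procedure and without any 1 library. The offsets for gene length moved 1 of them, to 1751 in KOCKD + RNLS against KOCKD. At an adjusted p under 0.05, fits of only the 6 libraries gave 98 genes in WTCKD against WTSHAM and 375 in WTCKD + RNLS against WTCKD. DESeq2 gave 555 and 894, the DESeq (2012) procedure 185 in WTCKD against WTSHAM, and the offsets 710 in KOCKD + RNLS against KOCKD. For KOCKD against WTCKD, where edgeR with all libraries called 0 genes (1318 at an unadjusted p under 0.05), the count was 5 with no filter, 4 with RLE size factors, 2 with 6 libraries, 9 with DESeq2 and 21 with the DESeq (2012) procedure. DESeq2 called 210 genes for the genotype difference in the RNLS effect, where edgeR called 0 (2288 at an unadjusted p under 0.05).

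With 1 library left out, the counts at an adjusted p under 0.05 ran from 135 (without WTCKD replicate 1) to 388 (without WTSHAM replicate 1) in WTCKD against WTSHAM, and from 207 (without WTCKD replicate 2) to 832 (without WTCKD + RNLS replicate 2) in WTCKD + RNLS against WTCKD. In the knockout they ran from 841 (without KOCKD replicate 2) to 1500 (without KOCKD replicate 3). They ran from 0 to 3 for KOCKD against WTCKD and from 0 to 2 for the genotype difference. At the paper's threshold the ranges were 1269 to 1705, 1456 to 2036 and 2440 to 2954. The variance between groups lay between 56.3% and 62.1% without replicate 1, 2 or 3 of every group, where random labels would give 44.4%. The permutation p of these 3 settings was 0.00107 to 0.0137. With all 15 libraries the share was 47.5%, where random labels would give 28.6% (permutation p = 4e-05), so the higher shares are no stronger separation.

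With the correlation between genes estimated from the libraries, none of the 75 tests of the main lists in the 3 comparisons was past the threshold. The interferon set, chosen later and tested apart from these, is given with the flagged results. Among the lists that lost their call were ECM-receptor genes in WTCKD against WTSHAM (-0.31) and in WTCKD + RNLS against WTCKD (-0.27), collagen chains in the same comparisons (-0.38 and -0.68), mesenchymal genes in all 3 (-0.15, -0.29 and -0.16) and fibroblast proliferation in WTCKD + RNLS against WTCKD (-0.14). Antigen presentation also lost it in all 3 (-0.40, -0.22 and -0.36), and migration in both RNLS comparisons (-0.34 and -0.25). The clock lists past the threshold went from 4 to 0 and the cell marker lists from 13 to 0. Under fry, the calls of antigen presentation in WTCKD against WTSHAM, of migration in WTCKD + RNLS against WTCKD, of 3 of the 4 clock lists and of 1 marker list stayed past the threshold, and the other calls named here were lost. The medians do not change under these 2 tests.

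No filter on low counts turned the muscle list in the knockout to 0, T and B cell markers in CKD to -0.10, and skeletal muscle markers to -0.09 with RNLS in the wild type and -0.04 in the knockout. With the same setting, the odds ratio of AKT genes among the knockout DEGs was 1.39, above 1. It was 1.06 with the DESeq (2012) procedure and 1.21 with DEGs at an adjusted p under 0.05, against 0.968. With DEGs at that threshold, the odds ratio of ECM-receptor genes in the knockout was 1.55, no longer past the threshold, and that of the PI3K cascade in the wild type 2.58, now past it. Restricted to DEGs that fell, the odds ratio of the PI3K cascade in the knockout was 0.687 and that of the MAP kinase cascade in the wild type 1.26, both on the other side of 1. With the signalling sets tested as lists, the length offsets took the PI3K cascade to 0 and the AKT set to 0.05 in the knockout, with both calls lost. Both calls stayed under fry. In the wild type the medians of the 3 sets lay between -0.08 and 0.06 and changed sign with single libraries left out. With only the 6 libraries, collagen chains in the knockout passed the threshold (-0.18).

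The offsets for gene length reversed ECM-receptor genes in the knockout (-0.08, past the threshold) and the muscle list in CKD (0.01), and took collagen chains in the knockout past the threshold (-0.35). They also reversed pericyte markers in CKD (0.05) and in the knockout (-0.01), and T and B cell (0.19), cardiomyocyte (0.09) and erythrocyte markers (0.21) in the knockout. Of single genes, Nppb (-0.01) and Col4a1 (0.02) reversed in WTCKD against WTSHAM. With the atrial score as a covariate, collagen chains in the knockout had a median of 0.18, reversed, and mesenchymal genes in the knockout (-0.02) and fibroblast proliferation in the wild type (-0.13) were no longer past the threshold. With the clock score, collagen chains reversed in the knockout (0.05). The calls of ECM-receptor (-0.09), collagen (-0.07), fibroblast proliferation (-0.08) and antigen presentation genes (-0.09) in the wild type were lost, as were those of mesenchymal (-0.11) and antigen presentation genes (-0.30) in the knockout.

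In what follows, names in parentheses give the library left out, by its group and replicate. Across the fits that each left out 1 library, medians in WTCKD against WTSHAM ran from -0.56 (WTSHAM 1) to -0.20 (WTSHAM 2) for collagen chains, from -0.21 (WTCKD 2) to -0.08 (WTSHAM 2) for mesenchymal genes and from -0.09 (WTSHAM 1) to 0.04 (WTCKD 3) for fibroblast proliferation. They ran from -0.17 (WTCKD 2) to -0.03 (WTSHAM 2) for migration, from -0.03 (WTCKD 2) to 0 (WTSHAM 2) for the muscle list, from -0.54 (WTSHAM 3) to 0.13 (WTSHAM 1) for evening clock genes and from -0.10 (WTCKD 1) to 0.08 (WTSHAM 1) for morning clock genes. For markers they ran from -0.05 (WTCKD 3) to 0.15 (WTSHAM 2) in endothelial cells, from -0.19 (WTCKD 3) to 0.11 (WTSHAM 2) in pericytes, from -0.12 (WTCKD 2) to 0.81 (WTSHAM 2) in T and B cells and from -0.95 (WTCKD 2) to 0.50 (WTSHAM 3) in adipocytes.

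For RNLS in the wild type these ranges were -0.39 (WTCKD + RNLS 3) to -0.18 (WTCKD 2) for ECM-receptor genes, -0.17 (WTCKD + RNLS 1) to -0.08 (WTCKD 2) for fibroblast proliferation and -0.13 (WTCKD 1) to 0.13 (WTCKD 3) for pericyte markers. With RNLS in the knockout they were 0 (KOCKD + RNLS 1) to 0.10 (KOCKD 1) for ECM-receptor genes, -0.36 (KOCKD + RNLS 1) to -0.04 (KOCKD + RNLS 3) for collagen chains, -0.17 (KOCKD + RNLS 1) to -0.07 (KOCKD 1) for mesenchymal genes and -0.02 (KOCKD 2) to 0.12 (KOCKD 1) for fibroblast markers. Knockout ranges of other markers were -0.03 (KOCKD + RNLS 3) to 0.07 (KOCKD + RNLS 2) for pericytes, -0.38 (KOCKD + RNLS 3) to 0.61 (KOCKD 3) for T and B cells, -0.47 (KOCKD + RNLS 3) to 1.03 (KOCKD 3) for erythrocytes and -0.08 (KOCKD + RNLS 1) to 0.33 (KOCKD + RNLS 2) for skeletal muscle. The number of clock lists past the threshold lay between 3 and 5, and that of marker lists between 9 and 16.

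For single genes in WTCKD against WTSHAM, the log2 fold change ran from -0.15 (WTSHAM 2) to 0.32 (WTSHAM 1) for Nppb, from -0.85 (WTSHAM 3) to 0.70 (WTSHAM 1) for Myh7, from -0.70 (WTCKD 3) to 0.16 (WTSHAM 1) for Acta2 and from -0.20 (WTSHAM 1) to 0.06 (WTSHAM 2) for Col4a1. It ran from -0.08 (WTCKD 3) to 0.19 (WTCKD 1) for Col4a2, from -0.55 (WTCKD 2) to 0.06 (WTSHAM 2) for Postn and from -0.45 (WTSHAM 3) to 0.03 (WTSHAM 1) for Bcl3. With RNLS in the wild type it ran from -0.32 (WTCKD + RNLS 2) to 0.21 (WTCKD + RNLS 1) for Nppb, from -0.26 (WTCKD + RNLS 2) to 0.26 (WTCKD 3) for Acta2 and from -0.20 (WTCKD 3) to 0.07 (WTCKD 1) for Nfil3. In the knockout it ran from -0.52 (KOCKD 3) to 0.13 (KOCKD 1) for Acta2. Of 768 such fits of 128 changes of single genes, 608 gave the same direction and side of the threshold, 126 lost the call, 14 gained it and 20 reversed. Of the 128 changes, DESeq2 gave 122 alike, fits of only the 6 libraries 107 and the DESeq (2012) procedure 104, with 1, 12 and 16 calls lost and 5, 9 and 8 gained.

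Replicate numbers do not pair the samples. Over 30 pairs of libraries with the same number in different groups, the correlation of their deviations from the group means had a median of -0.0366, and over 60 pairs with different numbers 0.00716. Adding the replicate number as a block moved 1 of 9 counts of DEGs, KOCKD against WTCKD, to 1, and reversed T and B cell markers in the knockout (0.03). All 23 other results for gene lists and 38 of 39 single clock and marker lists gave the same direction and side of the threshold with the block, as did 118 of 128 single genes. Under RLE size factors, all 39 of these single lists and 127 of the single genes did.

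Other splits of the samples were counted for each comparison of groups, with the real split included. For the counts of DEGs in the 3 comparisons, 1 of 10 splits of the 6 libraries, the real one, gave as many genes at either threshold. For KOCKD against WTCKD at FC > 1.25 and an unadjusted p under 0.05 (732 genes), it was also 1 of 10, with at most 625 genes in another split. For the genotype difference at that threshold (1981 genes), 4 of 100 random splits gave as many. At the adjusted threshold both have 0 genes, so a count of splits says nothing there. For the DEGs shared by both RNLS comparisons, 1 of 100 splits gave as many. Among the lists in WTCKD against WTSHAM, the number of 10 splits with a result as large was 1 for ECM-receptor and antigen presentation genes, 3 for collagen chains and mesenchymal genes, 5 for fibroblast proliferation, 6 for migration, 7 for muscle and evening clock genes and 9 for morning clock genes. For RNLS in the wild type it was 2 for ECM-receptor, antigen presentation and muscle genes and 1 for the others. With RNLS in the knockout it was 9 for ECM-receptor genes, 4 for collagen chains, 5 for fibroblast proliferation, 2 for muscle genes and 1 for the others. With 10 splits the share is never under 0.1, so for these results real groups and random ones cannot be told apart by this count.

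The genotype difference in the RNLS effect was not run under the DESeq (2012) procedure, which compares 2 groups, and PLS-DA was run with no alternatives. The depth of the libraries left 4426 genes without a test, because their counts did not pass the filter, so nothing is said of genes at low levels.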

Differences from the paper's values

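At FC > 1.25 and unadjusted p < 0.05, 476 genes were higher in WTCKD than in WTSHAM, against the paper's about 260 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, the DESeq (2012) procedure gave 317, within 1.5 times of the paper's value. The others did not come within it, with 523 for no filter on low counts, 502 for RLE size factors, 459 for the replicate block, 404 for only the 6 libraries, 473 for DESeq2 and 433 to 620 without 1 library. The second axis of PLS-DA held 17.7% of the variance, against the paper's about 71% in Fig. 4A, read by eye, and no alternative was run for it.

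The paper reports in Table 1 that gene sets of fibroblast proliferation, EMT, leukocyte and macrophage migration and antigen presentation rose with CKD. The corresponding lists had medians of -0.04, -0.15, -0.06 and -0.40 in WTCKD against WTSHAM. Without WTCKD replicate 3 that of fibroblast proliferation was 0.04 and without WTSHAM replicate 2 it was 0, and the medians of the other 3 stayed below 0 in every setting run. The paper also has myogenesis rise with CKD and fall with RNLS in both genotypes, where the muscle list had medians of -0.01, 0.06 and -0.03. With the gene length offsets, chosen after seeing the values, the CKD median was 0.01. The fall of fibroblast proliferation with RNLS in the knockout was -0.02 here and not past the threshold, and no setting that was run took it past the threshold. None of the lists holds the same genes as the paper's sets.

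The paper finds ECM-receptor interaction lower with RNLS in both genotypes, where the list had a median of 0.03 in the knockout. With the gene length offsets, chosen after seeing the values, it was -0.08 and past the threshold. The paper lists PI3K and MAPK signalling among the enriched pathways, where the narrower Reactome sets were not past the exact test's threshold. Tested as lists, the PI3K cascade and AKT sets rose in the knockout, but not with the gene length offsets. With DEGs at an adjusted p under 0.05 the PI3K cascade in the wild type was past it (odds ratio 2.58), a test chosen after seeing the values.

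Of the 30 genes legible in Figure 4H, which the paper shows as DEGs shared by both RNLS comparisons, 28 were shared at the same threshold. Frem2 was no DEG in the wild type (log2 fold change 0.54, not past the threshold for p), and was 1 with only the 6 libraries and without WTSHAM replicate 3, a library outside the comparison. Col1a2 was no DEG in the knockout (-0.36, not past the threshold for p). It was 1 with no filter on low counts, with only the 6 libraries, with DESeq2, without KOCKD + RNLS replicate 1, without WTSHAM replicate 1 or 2, and with the gene length offsets, which were chosen after seeing the values.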

Other observations

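In this part, the tests of collagen genes against pericyte and endothelial markers were chosen only after the result was seen. The rule that a covariate sharing over 50% of its variance with the group decides nothing was also set after the covariates had been seen.

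A hypothesis is that the fall of collagen genes with RNLS has a technical cause or reflects another change in the samples. Gene length does not account for it in either genotype. With the length offsets, the collagen median was -0.74 in the wild type and -0.35 in the knockout, past the threshold in both. With the atrial score as a covariate the wild-type median was -0.39, still past the threshold, which argues against a varying share of atrial tissue as the whole cause. In the knockout that covariate gave 0.18, not past the threshold, but the score shared 55.5% of its variance with the group, and the list was not past the threshold without it either, so the atrial share and RNLS cannot be told apart there. With the clock score, which shared 99.4% of its variance with the group in the wild type and 77.4% in the knockout, the medians were -0.07 and 0.05, so clock phase and RNLS cannot be told apart. A lower share of all cells other than cardiomyocytes would lower pericyte and endothelial markers as much. The collagen score fell by 0.61 more than the pericyte score in the wild type and by 0.03 more in the knockout. The change of the collagen score minus that of the endothelial score was -0.24 in the wild type and 0.1 in the knockout. The groups overlapped in each case, so a lower share of these cells stays open as well. The atrial, clock, pericyte and endothelial tests used the whole list or its score. For the single collagen genes in the passages above these explanations were not tested and stay open.

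Across all genes, the changes of WTCKD against WTSHAM ran opposite to those of WTCKD + RNLS against WTCKD, with a correlation of -0.36 and 61.4% of genes opposite in sign. Both comparisons share the WTCKD libraries. In 40 simulations of libraries with no change, this sharing alone gave correlations of -0.55 to -0.46 (median -0.50) and 66% to 67.7% of genes opposite in sign. The observed values lay outside these ranges, on the less opposite side, so the simulation does not reproduce them. Since sharing alone gave a more opposite pattern, a reversal of CKD by RNLS across all genes cannot be read from the observed one. For the RNLS comparisons in the wild type and the knockout, which share no library, the simulated correlations were -0.09 to 0.03.

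In WTCKD against WTSHAM, ECM-receptor genes had a median log2 fold change of -0.31, with 59 of 70 lower (adjusted p = 1.8e-05 from camera on edgeR's fit), and -0.13 without WTSHAM replicate 2. Of these, 2 were lower at an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone. Collagen chains had a median of -0.38, with 28 of 31 lower (adjusted p = 0.000385 from camera on edgeR's fit), a call lost without WTSHAM replicate 2 (-0.20). Single genes changed by -0.40 for Col1a1 (adjusted p = 0.45 from edgeR), -0.65 for Col1a2 (0.0716), -0.29 for Col3a1 (0.561), -0.05 for Col4a1, 0.07 for Col4a2, -0.21 for Postn, 0.70 for Fscn1 (0.0573) and -0.24 for Bcl3. Fscn1 was past the threshold with no filter on low counts, the replicate block, DESeq2 (adjusted p = 0.00808) and without WTSHAM replicate 2 (0.90). Col1a2 was past it with no filter, with DESeq2 (adjusted p = 0.0149) and without WTSHAM replicate 1 (-0.82). Without WTSHAM replicate 2, Col4a1 (0.06) and Postn (0.06) changed direction, and without WTSHAM replicate 1 Col4a2 (-0.07) and Bcl3 (0.03) did. Ribosomal protein genes rose by 0.15 (adjusted p = 6.45e-07 from camera on edgeR's fit over 104 tests).

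The hypertrophy marker Nppb changed by 0.04 with CKD, -0.07 with RNLS in the wild type and -0.76 with RNLS in the knockout (adjusted p = 0.96, 0.911 and 0.0597 from edgeR). Its direction with CKD changed without WTSHAM replicate 2 (-0.15), and it was 0.32 without WTSHAM replicate 1. The fall in the knockout was past the threshold with no filter on low counts (-0.75, adjusted p = 0.0442 from edgeR), with only the 6 libraries (adjusted p = 0.00217 from edgeR) and under the DESeq (2012) procedure (adjusted p = 0.00228), and in none of the other settings run. With RNLS in the wild type it was 0.21 without WTCKD + RNLS replicate 1 and -0.32 without replicate 2. Myh7 changed by -0.49, 0.93 and 1.61 (adjusted p = 0.764, 0.481 and 0.116 from edgeR), in CKD by 0.70 without WTSHAM replicate 1, and in the knockout by 2.60, past the threshold, without KOCKD replicate 3. With only the 6 libraries the knockout change was also past it (1.61, adjusted p = 0.0435 from edgeR). Myh6 changed by -0.10, 0.29 and 0.52 (adjusted p = 0.595, 0.0657 and 0.00217 from edgeR). In the wild type it was past the threshold with the length offsets (0.27), with DESeq2 (adjusted p = 0.0179), and without WTCKD replicate 3 (0.38) or WTCKD + RNLS replicate 2 (0.35). Myh6 and Myh7 are paralogs, so reads between them are uncertain. Acta2 changed by -0.34, -0.10 and -0.27 (adjusted p = 0.684, 0.915 and 0.643 from edgeR), with 0.16 in CKD without WTSHAM replicate 1, 0.26 in the wild type without WTCKD replicate 3 (0.01 without WTCKD + RNLS replicate 3) and 0.13 in the knockout without KOCKD replicate 1.

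Between KOCKD and WTCKD, ECM-receptor genes had a median of -0.24, mesenchymal genes -0.17, collagen chains -0.32, fibroblast markers -0.37, macrophage markers -0.36, the genes of Figure 4H -0.19, evening clock genes 0.37, erythrocyte markers 1.5 and ribosomal protein genes 0.17 (adjusted p = 1.27e-05, 1.27e-05, 9.88e-06, 2.09e-05, 2.31e-06, 0.00158, 0.013, 0.00168 and 6.11e-15 from camera on edgeR's fit over 104 tests). Cell cycle genes had -0.30, migration genes -0.16, morning clock genes -0.36 and activated fibroblast markers -0.38 (adjusted p = 0.00783, 0.015, 0.00649 and 0.00576 from the same edgeR fit). The other lists were not past the threshold. Of 10 splits of the libraries, with the real one included, 3 gave as large a median for collagen chains and 2 for migration genes. For evening and morning clock genes it was 3 and 4, and for ECM-receptor and mesenchymal genes 1, the real split. Fry, the estimated correlation and fits without 1 library were not run for these lists in this comparison. The paper names different sources of wild-type and knockout mice, so genotype and source cannot be told apart. With the length offsets the ribosomal median was 0.

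Among cell markers, medians are given for CKD, for RNLS in the wild type and for RNLS in the knockout. Fibroblast markers (15 genes) had -0.11, -0.33 and 0.02 (adjusted p = 0.0797, 0.00177 and 0.864 from camera on edgeR's fit), with the wild-type call lost without WTCKD replicate 2 (-0.11) or WTCKD + RNLS replicate 2 (-0.22), and a call in CKD without WTCKD replicate 2 (-0.26) or WTSHAM replicate 1 (-0.25). Activated fibroblast markers had -0.42 in CKD (adjusted p = 0.0874 from camera on edgeR's fit), and were past the threshold without WTSHAM replicate 1 (-0.60) or 3 (-0.55) or WTCKD replicate 2 (-0.51), and at -0.10 without WTSHAM replicate 2. Endothelial markers (15) had 0.06, -0.21 and -0.22 (adjusted p = 0.201, 6.23e-07 and 0.0683 from camera on edgeR's fit), with calls in CKD without WTCKD replicate 1 (0.13) or WTSHAM replicate 2 (0.15), and in the knockout without KOCKD replicate 3 (-0.24). They were -0.05 in CKD without WTCKD replicate 3 and -0.01 without WTSHAM replicate 3. Pericyte and smooth muscle markers (11) had -0.05, -0.02 and 0.01 (adjusted p = 0.834, 0.726 and 0.677 from camera on edgeR's fit), and changed sign with single libraries left out in each comparison (-0.19 to 0.11, -0.13 to 0.13 and -0.03 to 0.07). Macrophage markers (16) had -0.39, -0.33 and -0.38 (adjusted p = 2.23e-05, 0.000212 and 0.0086 from camera on edgeR's fit), with the knockout call lost under the gene length offsets (-0.20). With these offsets, chosen after seeing the values, fibroblast markers in CKD (-0.13) and endothelial markers in the knockout (-0.13) were past the threshold. Cardiomyocyte markers (20) had 0.07, 0.15 and -0.06 (adjusted p = 0.22, 0.00179 and 0.846 from camera on edgeR's fit), with the wild-type call lost without WTCKD + RNLS replicate 2 (0.07), and a call in CKD without WTCKD replicate 2 (0.10) or WTSHAM replicate 1 (0.12).

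Atrial markers (8) had 0.82, -2.02 and -1.31 (adjusted p = 0.171, 0.00718 and 0.0141 from camera on edgeR's fit), and lost the call in the wild type without WTCKD replicate 2 (-0.87) or WTCKD + RNLS replicate 2 and in the knockout without KOCKD replicate 3 (-0.56). In CKD they had a call without WTCKD replicate 3 (1.35) or WTSHAM replicate 3 (1.43). Erythrocyte markers in CKD had -2.49 (adjusted p = 0.000138 from camera on edgeR's fit), or -2.42 with the gene at the floor set to its bound. Adipocyte markers (8) had -0.08, -3.27 and -1.88 (adjusted p = 0.846, 0.00982 and 0.0874 from camera on edgeR's fit), or -2.65 in the wild type with genes at their bound, with the wild-type call lost without WTCKD replicate 2 (-2.41) or WTCKD + RNLS replicate 2, and a knockout call without KOCKD + RNLS replicate 1 (-5.29) or KOCKD replicate 2. T and B cell markers (3) had 0.43, -0.36 and -0.01, skeletal muscle markers (5) -0.45, 0.15 and 0.02, sex genes (4) -0.10, 0.08 and 0.14, hypertrophy genes (6) -0.05, 0 and 0.34, and immediate early genes (18) -0.36, -0.37 and -0.49, none past the threshold. Of the lung markers too few were tested for a set test. The Y-linked gene Ddx3y was at 71.6 to 96.8 CPM in the 15 libraries.

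Cell cycle genes (27) had medians of 0.16 with CKD, -0.88 with RNLS in the wild type and -0.64 with RNLS in the knockout (adjusted p = 0.0119, 2.54e-09 and 0.00177 from camera on edgeR's fit), with 22 higher, 25 lower and 22 lower. The 30 genes of Figure 4H had -0.13, -0.77 and -0.63 (adjusted p = 0.375, 2.08e-11 and 2.72e-05 from camera on edgeR's fit). The study picked the latter from these libraries for their change with RNLS. Results with single libraries left out are not given for these lists.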
